# A critical role for heme synthesis and succinate in the regulation of pluripotent states transitions

**DOI:** 10.7554/eLife.78546

**Published:** 2023-07-10

**Authors:** Damien Detraux, Marino Caruso, Louise Feller, Maude Fransolet, Sébastien Meurant, Julie Mathieu, Thierry Arnould, Patricia Renard

**Keywords:** 2C-like cells, naive-to-primed, metabolism, succinate, heme, Human, Mouse

## Abstract

Using embryonic stem cells (ESCs) in regenerative medicine or in disease modeling requires a complete understanding of these cells. Two main distinct developmental states of ESCs have been stabilized in vitro, a naïve pre-implantation stage and a primed post-implantation stage. Based on two recently published CRISPR-Cas9 knockout functional screens, we show here that the exit of the naïve state is impaired upon heme biosynthesis pathway blockade, linked in mESCs to the incapacity to activate MAPK- and TGFβ-dependent signaling pathways after succinate accumulation. In addition, heme synthesis inhibition promotes the acquisition of 2 cell-like cells in a heme-independent manner caused by a mitochondrial succinate accumulation and leakage out of the cell. We further demonstrate that extracellular succinate acts as a paracrine/autocrine signal, able to trigger the 2C-like reprogramming through the activation of its plasma membrane receptor, SUCNR1. Overall, this study unveils a new mechanism underlying the maintenance of pluripotency under the control of heme synthesis.

## Introduction

The development and regeneration of an organism are two processes held by stem cells. These cells possess unique features such as an unlimited capacity for self-renewal and the ability to differentiate into various cell types. With their pluripotent phenotype, embryonic stem cells (ESCs) retain the ability to differentiate into all cell types of the embryo. First in mouse (Martin, 1981; Evans and Kaufman, 1981), then later in human (Thomson et al., 1998), two main states of pluripotent stem cells have been described: the naïve ESCs, resembling the inner cell mass (ICM) of the pre-implantation embryo epiblast, and the primed ESCs, mirroring the epiblast of the post-implantation stage. While these cells represent timely close stages in embryo development, they display dramatic differences, such as developmental potential (Gafni et al., 2013; Ware et al., 2014), epigenetic landscape, X-chromosome inactivation pattern and metabolic activity (Sperber et al., 2015; Theunissen et al., 2016; Zhou et al., 2012; Sahakyan et al., 2017; Grow et al., 2015; Takashima et al., 2014; Nichols and Smith, 2009). Aside from these two pluripotent stages, ESC culture is known to be very heterogenous in terms of pluripotent or epigenetic marker expression (Sustáčková et al., 2012). Interestingly, a small population (representing about 1 %) of mouse ESCs grown in naïve conditions displays features of the two-cell stage embryo (2C-like population or 2CLCs) exhibiting extended potential (Macfarlan et al., 2012). This subset also displays the expression of 2C-specific genes such as the *Zscan4* cluster, the retro-transposable element *MuERVL* or the master regulator DUX (Macfarlan et al., 2012; Percharde et al., 2018; Ishiuchi et al., 2015), a disappearance of chromocenters and loss of the core pluripotency protein OCT4 (Macfarlan et al., 2012). However, despite the well-known differences between the different pluripotent states, little is understood about the molecular mechanisms governing the transition between them.

Several studies have started to address the question of the naive-to-primed ESC transition using different screening methods to identify genes controlling this transition (reviewed in Li et al., 2020). Notably, a few studies have revealed mTORC1/2 as a critical component for the naïve-to-primed transition (Mathieu et al., 2019; Li et al., 2018; Duggal et al., 2015) that regulates key developmental pathways such as Wnt signaling (Sperber et al., 2015; Mathieu et al., 2019; Xu et al., 2016; Taelman et al., 2019). Among the hits of the different screens, we observed the recurrence of genes involved in the heme biosynthesis pathway. This pathway, starting in mitochondria, uses succinyl-CoA and glycine as starting material. It then proceeds to successive cytosolic reactions before ending by the formation of the heme molecule in the mitochondrial matrix. Although largely studied in hematopoietic stem cells, the roles of this biosynthetic pathway and this metabolite have never been studied in the context of pluripotency. In this study, we demonstrate the incapacity of mouse ESCs (mESCs) to exit from naïve toward the primed state under heme synthesis inhibition, a process caused by the inability to activate the core MAPK and TGFβ-SMADs signaling pathways due to an accumulation of extramitochondrial succinate. We also show that heme synthesis inhibition in naïve mESCs favors the emergence of 2CLCs in the cell population. This effect is heme-independent as hemin supplementation does not prevent it. We next demonstrate that the reprogramming in 2C-like state upon heme biosynthesis inhibition is actually caused by the accumulation and release of succinate derived from the heme synthesis inhibition, acting as both paracrine and autocrine signals.

## Results

### Murine ESCs are dependent on heme biosynthesis to properly transition to the primed stage

In order to unveil the pathways required for the naïve-to-primed ESC transition, we compared the results of whole genome CRISPR-Cas9 screens previously published for mouse and human ESCs (Mathieu et al., 2019; Li et al., 2018). The significant hits (p val <0.05) were submitted to the DAVID functional annotation tools. For the human screen, positive hits for apoptosis were removed. Indeed, since a negative selection was applied to induce the death of primed human ESCs (hESCs), cells that acquired a resistance to cell death by mutating genes involved in apoptosis would be spared. Figure 1a displays the top Gene Ontologies (GO) for the DAVID biological processes showing ‘heme biosynthetic process’ as one of the most enriched in both studies (Mathieu et al., 2019; Li et al., 2018). Seven out of 8 enzymes of this metabolic pathway (ALAD, PBGD, UROS, UROD, CPOX, PPOX, and FECH) came out as positive hits in the CRISPR screen during the naïve-to-primed mESC transition. In hESCs, only the 4 cytosolic enzymes (PBGD, UROS, UROD, and CPOX) were highlighted. 

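Heme is made in 8 steps, which begin with the condensation of glycine and succinyl-CoA by ALAS and end with the insertion of iron by FECH. In the RNA sequencing of mouse ESCs, naive cells (2iL, n = 4 libraries) were compared with cells switched for 48 hr to FGF2 and activin A (EpiLC, n = 4 libraries). No enzyme passed the test: 0 of 8 had an adjusted p under 0.05 from edgeR's quasi-likelihood test (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, and 0 by DESeq2). Alad encodes the dehydratase that succinylacetone inhibits and lies on chromosome 4 of GRCm38 from 62509169 to 62519918. Alad had 25.9 ± 6.71 CPM (SD, n = 4) in EpiLC and 28.9 ± 4.07 (SD, n = 4) in 2iL, a log2 fold change of -0.16 (standard error 0.22, adjusted p = 0.619 from edgeR). The log2 fold changes of the enzymes ranged from -0.81 for Uros (standard error 0.60) to 0.34 for Fech (standard error 0.18). Uros and Ppox were the least expressed, at 2.50 and 3.27 CPM in 2iL, which leaves their changes the least precise. Alas1, which encodes the first enzyme, had a log2 fold change of 0.04 (adjusted p = 0.937 from edgeR).

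**Figure D1:**
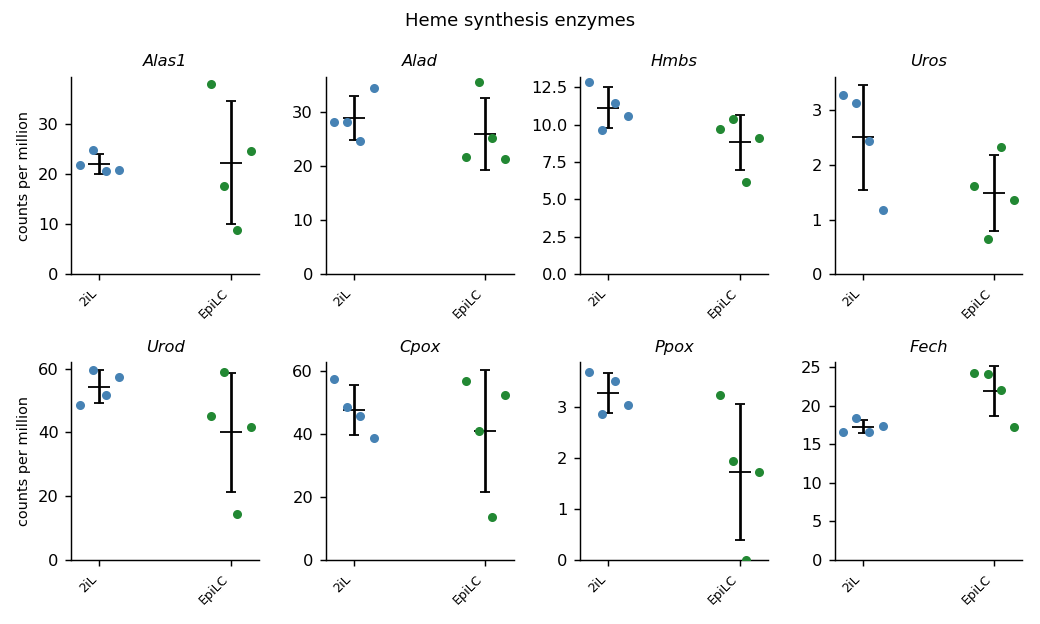
CPM of the 8 enzymes of heme synthesis in 2iL and EpiLC, with a point per library, the mean as a line and the SD as a bar (n = 4 libraries per group). The groups overlap in all 8 enzymes, and Alad has means of 28.9 in 2iL and 25.9 in EpiLC.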

In both models, the expression of these genes both in vitro and in vivo is not modified Table 1. Together, the results stress the importance of this metabolic pathway for the naive-to-primed transition, although its role in non-hematopoietic stem cells is poorly understood.

**Figure 1.**
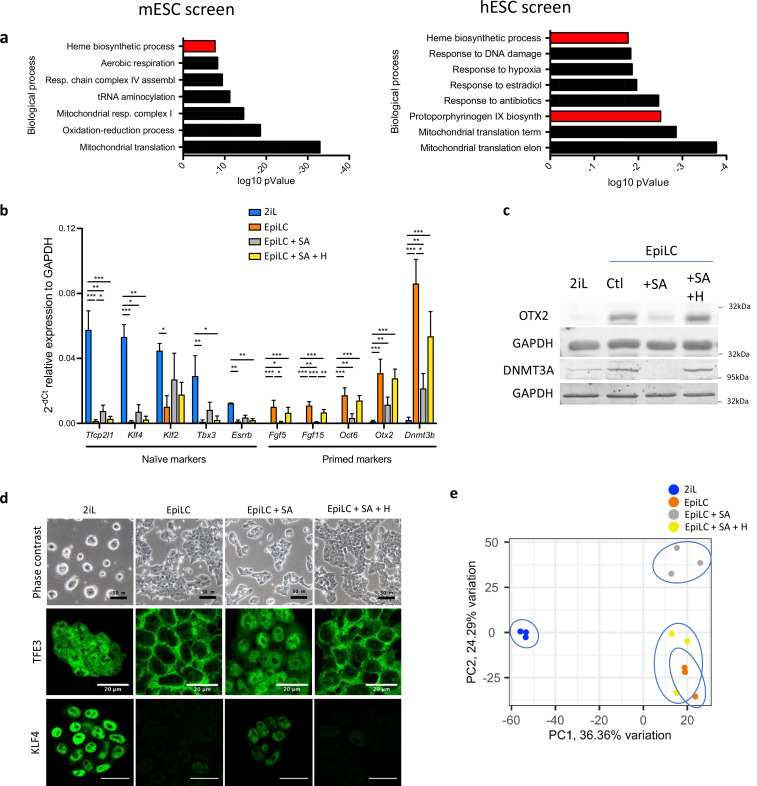
Heme synthesis inhibition impairs the exit of mESCs from the naïve state; effect mediated by heme. (**a**) DAVID biological processes GO enrichment from two independent CRISPR-Cas9 screens for the naive state exit, in mouse (left panel) (Li et al., 2020) and in human (right panel) (Mathieu et al., 2019). The heme biosynthetic pathway is highlighted In red. (**b**) Relative expression of naïve and primed markers of mESCs in naïve conditions (2iL), in transition for 2 days to the Epi stage (EpiLC) with or without 0.5 mM succinylacetone as heme synthesis inhibitor (EpiLC +SA) and 10 µM hemin supplementation (EpiLC +SA + H), assessed by RT-qPCR relative to *Gapdh* expression (*Tfcp2l1*, transcription factor CP2-like 1; *Esrrβ*, estrogen-related receptor β; *Klf2/4*, Kruppel-like factor 2/4; *Tbx3*, T-Box Transcription Factor 3; *Fgf5/15*, fibroblast growth factor-5/15; *Zic2*, zic family member 2; *Otx*2, homeobox protein 2). Results expressed as mean +/-S.D. *p<0.05, **p<0.01, ***p<0.001. ANOVA-1. n=3 independent biological replicates. (**c**) Western blot analysis of the protein abundance of OTX2 and DNMT3A relative to GAPDH as a loading control for cells in naïve conditions (2iL), in transition for 2 days to the Epi stage (EpiLC) with 0.5 mM SA (+SA) and 10 µM hemin (+H) supplementation. Representative blot of three biological replicates. (**d**) Phase contrast micrographs of cells in naive (2iL), or in transition to the primed (EpiLC) state with treatment with SA and hemin (**H**). Scale bar = 50 μm. Confocal micrographs of mESCs in naive stage or in transition for TFE3 (Transcription Factor Binding To IGHM Enhancer 3) and KLF4, in green. Scale bar = 20 μm. TFE3 n=3 and KLF4 n=3 biological replicates (**e**) Principal component analysis (PCA) of the normalized RNAseq data transcripts. Figure 1—source data 1.Raw uncropped and annotated western blot images for Figure 1c.

**Figure 1—figure supplement 1.**
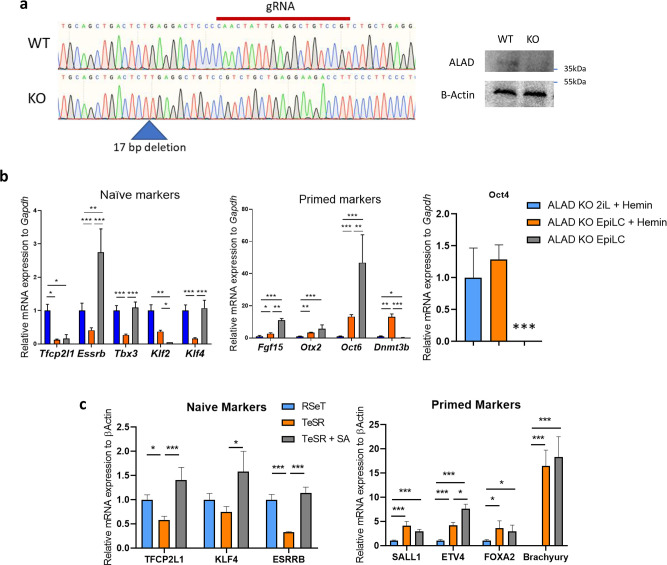
Heme synthesis inhibition perturbs the exit of the naïve state in mESCs and hESCs. (**a**) Validation of the knock-out of ALAD in mESCs. Trace file of the sequencing of the guide region in WT and KO clone cells and western blot analysis of the ALAD protein abundance. (**b**) Relative expression of naïve and primed markers of ALAD KO mESCs in naïve conditions (2iL +hemin), in transition for 2 days to the EpiLC stage (EpiLC +hemin) or EpiLC without hemin to reveal the ALAD KO phenotype, assessed by RT-qPCR relative to *Gapdh* expression. Data shown as mean +/-S.D. *p<0.05, **p<0.01, ***p<0.001. ANOVA-1. n=3 independent biological replicates. (**c**) Relative expression of naïve (*TFCP2L1; KLF4* and *ESRRB*) and primed (*SALL1, ETV4, FOXA2, T-Brachyury*) markers of hESCs (Elf1 cell line) assessed by RT-qPCR relative to *β-Actin* expression and normalized to RSeT naive control, during the 4 days transition in TeSR media with or without 0.5 mM of SA. n=3 independent biological replicates. Results expressed as mean +/-S.D. * p<0.05, **p<0.01, ***p<0.001; ANOVA-1. Figure 1—figure supplement 1—source data 1.Raw uncropped and annotated western blot images for Figure 1—figure supplement 1c.

**Table 1.** Relative expression of heme synthesis enzymes. (a) Fold change expression of the 8 enzymes of the heme synthesis pathway, based on normalized data from bulk RNAseq or proteomics analysis, extracted from published datasets. (b) Normalized gene expression counts of heme synthesis enzymes from in vivo mouse blastocysts analyzed by RNAseq.

a		Human ESCs				Mouse ESCs		b	Mouse blastocysts		
	Source	Di Stephano et al.		Grow et al.	Sperber et al.	Nakamura et al.	This study		Nakamura et al.		
	Type	Proteomics	Transcriptomics					Stage	E4.5	E5.5	E6.5
Enzyme	ALAS	0,7	0,88	1,22	0,95	0,85	1,016	Alas	17	12	16
	ALAD	0,47	0,29	0,81	0,96	0,54	0,92	Alad	40	22	33
	HMBS	1,43	0,84	1,22	1,27	1,15	0,81	Hmbs	73	65	60
	UROD	1,12	1,05	0,62	1,10	1,33	0,64	Uros	2,2	5,4	5,7
	UROS	2,09	1,58	0,78	1,12	0,50	0,75	Urod	43	53	80
	CPOX	1,24	2,07	1,02	1,25	1,12	0,87	Cpox	22	13	14
	PPOX	2,09	1,54	1,16	1,37	1,25	0,56	Ppox	14	7	7
	FECH	0,98	1,10	1,28	0,77	1,06	1,30	Fech	8	26	28

Experimentally, to trigger the exit of the naïve mESC state, the serum-free media with naïve cytokines cocktail (LIF; CHIR99021 and PD0325901; 2iL) is switched to a media with fibroblast growth factor 2 (FGF2) and activin A for 48 hr, allowing mESCs to gain post-implantation features (EpiLC). Using succinylacetone (SA) to inhibit heme synthesis, by interfering with ALAD activity (Sassa and Kappas, 1983), and 10 μM of hemin for its rescue, we show that, when mESCs are pushed for 48 hr to exit the naïve stage (EpiLC) in the presence of SA (EpiLC +SA), the expression of the primed gene markers *Fgf5, Fgf15, Otx2, Oct6, Dnmt3a,* and *Zic2* is significantly reduced (Figure 1b). In addition, the loss of expression for naïve markers (*Esrrb, Tfcp2l1, Klf2-4, and Tbx3*) is partially prevented in these conditions. This was confirmed at the protein level by a decrease in the abundance of OTX2 and DNMT3A analyzed by western blot (Figure 1c) and the increase in the abundance of KLF4 by immunofluorescence, when cells were treated with SA during the transition (Figure 1d). Furthermore, the subcellular localization of TFE3, mainly nuclear in naïve cells and only cytosolic in primed cells (Mathieu et al., 2019; Betschinger et al., 2013), remains nuclear in the presence of SA (Figure 1D). Hemin supplementation restores the gene expression, the protein abundance and the subcellular localization of TFE3 to levels similar to those found in cells incubated without SA (Figure 1a–d). To consolidate this, we then generated an ALAD KO line, which was maintained in culture with hemin supplementation to avoid degeneration. In accordance with the results obtained with SA, removal of hemin during the transition perturbed the exit from the naive state (Figure 1—figure supplement 1). 

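Cells leaving the naive state turn on genes of the post-implantation epiblast, and RNA sequencing recorded this change with and without inhibition of heme synthesis. Naive mESCs (2iL) were compared with cells kept for 48 hr in FGF2 and activin A (EpiLC), alone, with 0.5 mM succinylacetone (EpiLC+SA), or with succinylacetone and 10 μM hemin (EpiLC+SA+H), with 4 libraries per group. The authors prepared 3' libraries, sequenced single-end reads of 50 bp, aligned them to mm10, discarded reads that mapped to several loci and counted reads per gene. The deposited values are whole read counts for 23762 gene symbols. The totals ranged from 6172005 to 7623141 counts per library in 2iL (median 6807653), from 2883740 to 7844336 in EpiLC (median 5464640), from 5125140 to 6324442 in EpiLC+SA (median 5738122) and from 2131987 to 8465889 in EpiLC+SA+H (median 6011469). Counts were normalized by TMM, 16067 genes passed a filter on low counts, and edgeR's quasi-likelihood test compared the groups. In a simulation with the totals of all 24 libraries and dispersions estimated over them, changes were placed in EpiLC+SA. The test then recovered 20% of 50 genes changed 2-fold and 74% of those changed 4-fold, with 4 false calls among 15675 genes.
EpiLC+SA libraries stood apart from both other 48 hr groups. The first principal component of log2 CPM (31.1% of variance) separated 2iL from the 48 hr libraries, and the second (22.3%) separated EpiLC+SA from EpiLC and EpiLC+SA+H. The mean distance between EpiLC+SA and EpiLC libraries was 1.39 times the mean distance within these groups (exact permutation test over 35 splits, p = 0.029, the smallest possible). The ratio was 1.27 for EpiLC+SA and EpiLC+SA+H (p = 0.029 by the same exact test). For EpiLC+SA+H and EpiLC it was 1.01 (exact permutation p = 0.343), and it fell to 0.993, 0.991 and 0.987 without EpiLC+SA+H replicate 2, 3 or 4. Adjusted over the 6 pairs tested, these p values are 0.0571, 0.0571 and 0.411.

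**Figure D2:**
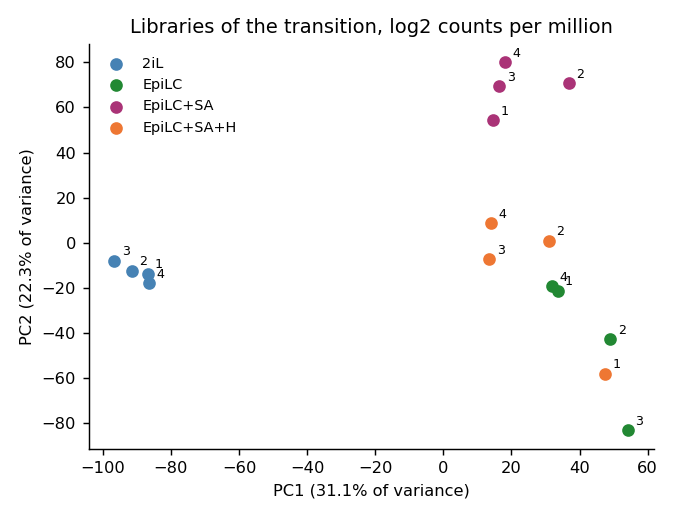
Coordinates of 16 libraries on the first and second principal components of log2 CPM, numbered by replicate. EpiLC+SA libraries lie between 54.3 and 80.0 on the second component, above all other libraries.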

Finally, principal component analysis (PCA) of the normalized gene expression from RNA sequencing also reveals the segregation of the cells treated with SA (EpiLC + SA) from either the controls (EpiLC) or the cells rescued with hemin (EpiLC +SA + H) (Figure 1e). An impairment of the naïve state exit is also observed to some extent in human ESCs (Elf1 cell line) when pushed to exit in TeSR for 4 days (Figure 1—figure supplement 1c). Overall, these results confirm the functional screen data by showing that the inhibition of heme biosynthesis impairs the naive-to-primed mESC transition.

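Genes of the primed state that rise when mESCs leave the naive state rose less on average in the presence of SA than without it, and were higher when hemin was added. The change was genome-wide, with 1942 genes higher and 2535 lower in EpiLC+SA than in EpiLC at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Naive markers were partly kept with SA.
Fgf5, a growth factor gene of the post-implantation epiblast, lies on chromosome 5 of GRCm38 from 98254184 to 98277030. Fgf5 had 0.151 ± 0.139 CPM in 2iL, 32.7 ± 15.1 in EpiLC, 0.346 ± 0.362 in EpiLC+SA and 17.1 ± 8.53 in EpiLC+SA+H (SD, n = 4 each). Its log2 fold change was 7.62 in EpiLC against 2iL (standard error 0.68, adjusted p = 5.51e-09 from edgeR), -6.54 in EpiLC+SA against EpiLC (standard error 0.64, adjusted p = 6.80e-08) and 5.58 in EpiLC+SA+H against EpiLC+SA (standard error 0.64, adjusted p = 1.51e-06). Otx2, which encodes a transcription factor of the primed state (chromosome 14, 48657677 to 48673819), fell by 2.45 on the log2 scale with SA and rose by 2.13 with hemin (adjusted p = 8.12e-06 and 7.27e-05 from edgeR). Pou3f1, which encodes OCT6, fell by 3.58 with SA and rose by 2.75 with hemin. Fgf15 fell by 5.33 with SA and rose by 3.58 with hemin (adjusted p = 2.05e-05 and 0.00243 from edgeR), and Zic2 fell by 2.39 and rose by 1.81 (adjusted p = 1.82e-06 and 9.84e-05). The de novo methyltransferase gene Dnmt3a fell by 1.03 with SA and rose by 0.83 with hemin (adjusted p = 0.00252 and 0.0183 from edgeR). The p with hemin was 0.127 without EpiLC+SA+H replicate 1, where the log2 fold change was 0.42, 0.0823 without the 3 shallow libraries and 0.0701 with only the groups compared. Dnmt3b had a log2 fold change of -1.32 with SA (adjusted p = 0.0328 from edgeR) and of 0.42 with hemin (adjusted p = 0.578). The p with SA was 0.0763 and 0.0969 without EpiLC replicate 1 or 2, 0.0905, 0.0843 and 0.0943 without EpiLC+SA replicate 1, 3 or 4, and 0.0768 without the filter.
Of 19 genes of the primed or formative state, listed before the data were examined, 17 were higher and 0 lower in EpiLC than in 2iL (18 and 0 adjusted over the list alone). With SA, 0 were higher and 14 lower than in EpiLC (15 lower adjusted over the list alone), with a median log2 fold change of -1.94 (camera adjusted p = 4.52e-09, and 0.0690 with an estimated correlation). With hemin, 11 were higher than in EpiLC+SA and 0 lower (12 higher adjusted over the list alone; camera adjusted p = 1.48e-06, and 0.131 with an estimated correlation). The mean log2 expression of the list was 2.00 in 2iL, 5.75 in EpiLC, 3.57 in EpiLC+SA and 5.14 in EpiLC+SA+H, and fell by 2.19 with SA, with no overlap between the groups (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow).
Tfcp2l1, a transcription factor gene of naive self-renewal (chromosome 1, 118627945 to 118685168), had 974 ± 97.1 CPM in 2iL, 36.5 ± 16.5 in EpiLC and 165 ± 60.2 in EpiLC+SA (SD, n = 4 each). It rose by 2.18 on the log2 scale with SA (standard error 0.32, adjusted p = 1.81e-05 from edgeR) and fell by 1.33 when hemin was added. Tbx3 rose by 2.76 with SA and fell by 1.77 with hemin. Esrrb rose by 1.21 with SA (adjusted p = 0.0148 from edgeR), and its log2 fold change with hemin was -0.28 (adjusted p = 0.650). Klf2 and Klf4 had log2 fold changes of 0.56 and 0.79 with SA (adjusted p = 0.260 and 0.397 from edgeR), and Klf4 had 2.50 without EpiLC replicate 3 (adjusted p = 0.00197). Of 21 naive genes, 10 were higher and 1 lower with SA (11 and 1 adjusted over the list alone; camera adjusted p = 6.08e-05, and 0.330 with an estimated correlation). The naive list as a whole did not pass the test with hemin: its mean log2 expression was 4.45 in EpiLC, 5.59 in EpiLC+SA and 5.52 in EpiLC+SA+H, a difference of -0.07 with hemin (exact permutation p = 0.857; camera adjusted p = 0.637; 3 genes higher and 2 lower, and the same adjusted over the list alone). Against EpiLC it was 1.07 higher in EpiLC+SA+H (exact permutation p = 0.0857; camera adjusted p = 2.94e-13, and 0.0909 with an estimated correlation). Mean log2 expression of markers of other cell types also differed in EpiLC+SA against EpiLC, by 0.87 for primordial germ cells, 0.75 for trophectoderm and -0.62 for neuroectoderm. Each had no overlap between the groups (exact permutation p = 0.0286), but camera called none of them (adjusted p = 0.0824, 0.106 and 0.416). That permutation p is the smallest possible, was not adjusted over the lists and was reached by many other lists. In EpiLC+SA+H against EpiLC the differences for primordial germ cells and trophectoderm were 0.65 and 0.63 (exact permutation p = 0.0286 for both). With hemin against EpiLC+SA, neuroectoderm markers differed by 0.81 and fibroblast markers by -0.46 (exact permutation p = 0.0286 for both; camera adjusted p = 0.143 and 0.170).
Across genes that changed in EpiLC against 2iL, the slope of the SA effect on the transition effect was -0.22, measured with the EpiLC libraries split so that no library served both effects, and it ranged from -0.25 to -0.20 over 6 splits, with 65.8% of the genes moving the opposite way. For the hemin effect on the SA effect the slope was -0.62 (range -0.72 to -0.52), and 96.2% of the genes moved the opposite way. Simulated libraries without any change gave -7.20e-04 and -0.00284 under the same splits, over all 16067 genes rather than over called genes. From RT-qPCR of naive and primed markers, protein measures, an ALAD knockout line and PCA, the paper concludes that inhibition of heme synthesis impairs the exit from the naive state (Figure 1).

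**Figure D3:**
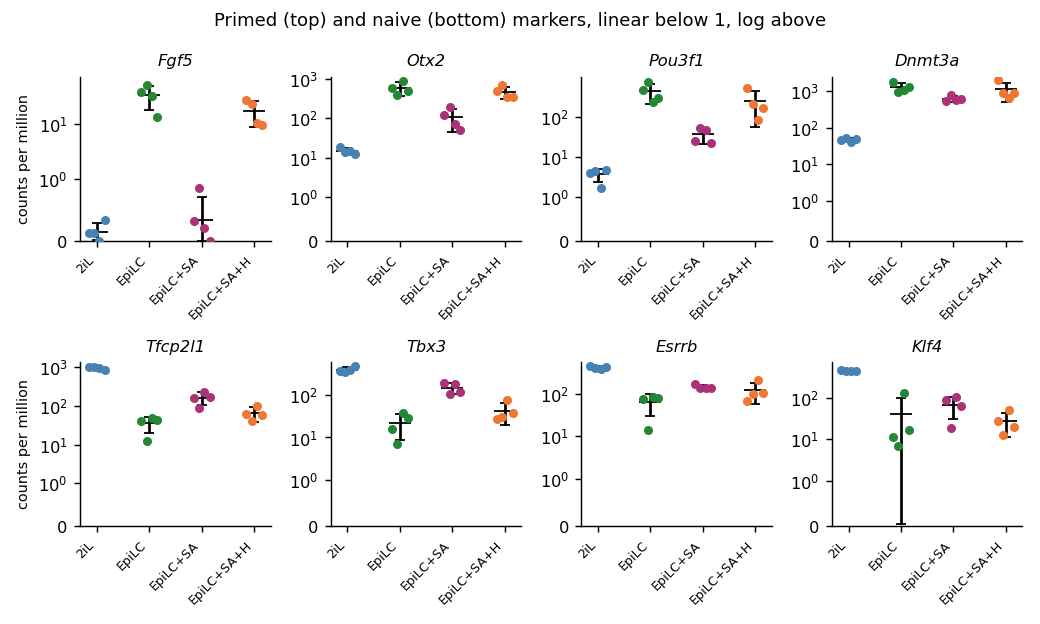
CPM of primed markers (top) and naive markers (bottom) in 2iL, EpiLC, EpiLC+SA and EpiLC+SA+H, on an axis that is linear below 1 and logarithmic above, with a point per library, the mean as a line and the SD as a bar (n = 4 libraries per group). Fgf5 has means of 32.7 in EpiLC, 0.346 in EpiLC+SA and 17.1 in EpiLC+SA+H.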

### Heme synthesis inhibition prevents the activation of key signaling pathways associated with implantation

Heme deficiency is canonically sensed in mammals through the nuclear factor BACH1 (reviewed in Zhang et al., 2018), increasing its nuclear localization or the activation of the integrated stress response (ISR; reviewed in Pakos-Zebrucka et al., 2016) through the action of the heme-regulated inhibitor (HRI). While we did not observe an accumulation of BACH1 in the nucleus following SA treatment (Figure 2—figure supplement 1a), we did observe an increase in EIF2α phosphorylation and a reduction in global protein translation, both showing activation of the ISR (Figure 2—figure supplement 1b-c). However, activation of this pathway with a chemical activator of HRI, BTdCPU (Chen et al., 2011), effectively reducing protein translation to the extent of SA, did not prevent the exit from the naive stage (Figure 2—figure supplement 1d-e). Thus, to identify the mechanisms involved in the failure of the cells to properly undergo the transition, we performed a gene set enrichment analysis (GSEA) with the KEGG pathways (Kyoto Encyclopedia of Genes and Genomes) between EpiLC and EpiLC +SA RNAseq data. While genes involved in xenobiotic detoxification or cytochrome P450 are expected to be upregulated in response to SA-induced heme deprivation (Vinchi et al., 2014; Lämsä et al., 2012), many crucial signaling pathways involved in development are shown negatively enriched in SA-treated condition (Figure 2a). 

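Lists of amino acid, fatty acid and energy metabolism held more genes that were higher than lower in EpiLC+SA against EpiLC, and lists of activin targets and of the Hedgehog pathway held more that were lower, although many members did not pass the test. Genes of glutathione conjugation and drug metabolism were among those that rose. Lists of the other signaling pathways also held more genes that were lower than higher, but did not pass the test. Over all 16067 genes tested, 1942 were higher and 2535 lower, so an excess of lower genes is not particular to these lists. Each list was written before the data were examined, from known pathway members rather than from KEGG, and was tested with camera.
Of 40 genes of valine, leucine and isoleucine degradation, 20 were higher and 0 lower (21 higher adjusted over the list alone), with a camera adjusted p of 4.52e-09, and 0.00307 with an estimated correlation. Dbt, which encodes a subunit of the branched-chain keto acid dehydrogenase (chromosome 3 of GRCm38, 116513070 to 116549981), had 63.9 ± 3.68 CPM in EpiLC+SA and 25.3 ± 2.20 in EpiLC (SD, n = 4 each), a log2 fold change of 1.34 (standard error 0.16, adjusted p = 9.58e-07 from edgeR's quasi-likelihood test). Acadsb and Pccb rose by 1.51 and 1.45. Of 31 genes of fatty acid degradation, 10 were higher and 1 lower (12 and 1 adjusted over the list alone; camera adjusted p = 7.20e-04, and 0.00776 with an estimated correlation). Acadvl, an enzyme of long-chain oxidation, rose by 1.22. The metabolic calls that follow did not hold with an estimated correlation. Of 79 nuclear genes of oxidative phosphorylation, 29 were higher and 1 lower (34 and 1 adjusted over the list alone; camera adjusted p = 4.17e-08, and 0.163 with an estimated correlation). Atp5h rose by 1.20, and Cox10, an assembly factor of heme a synthesis, fell by 1.35. Of 37 genes of drug metabolism, 9 were higher and 0 lower (camera adjusted p = 0.00446, and 0.103 with an estimated correlation). Among them Gstm1, a glutathione transferase gene, rose by 1.78 (adjusted p = 2.86e-07 from edgeR). Tfrc, which encodes the transferrin receptor that imports iron, rose by 2.18 with SA (adjusted p = 2.63e-05 from edgeR) and fell by 2.15 when hemin was added.
Of 39 Hedgehog pathway genes, 2 were higher and 12 lower (3 and 14 adjusted over the list alone; camera adjusted p = 0.0130, and 0.0586 with an estimated correlation). Sufu, a negative regulator of the pathway, fell by 1.78. For MAPK components 14 of 127 were higher and 23 lower (camera adjusted p = 0.765), for TGF-beta components 9 of 65 were higher and 17 lower (0.361), for Wnt components 11 of 91 were higher and 20 lower (0.591), for Notch components 4 of 44 were higher and 13 lower (0.317), and for PI3K-Akt components 10 of 93 were higher and 21 lower (0.755). The normalized enrichment scores of these lists from fgsea ran from -1.38 to -1.03, and none had an adjusted p under 0.05. The mean log2 expression differed by -0.26 for Notch components and by -0.15 for Wnt components, with no overlap between the groups (exact permutation p = 0.0286 for both, not adjusted over the lists). It differed by -0.04 for MAPK components (exact permutation p = 0.600), by -0.19 for TGF-beta components and by -0.11 for PI3K-Akt components (exact permutation p = 0.229 for both). Notch1 fell by 2.36 and Map3k1, a kinase upstream of JNK, fell by 2.18. Across genes, short transcripts were higher with SA: the median log2 fold change was 0.42 in the shortest decile and -0.26 in the longest decile. The median of the oxidative phosphorylation list, 0.57, lay at the 99.97th percentile of random lists matched on length and expression, whose median was 0.31 (central 95% from 0.14 to 0.48). That of the Hedgehog list, -0.42, lay at the 2.88th percentile, within the central 95% (-0.43 to 0.19). The paper states that signaling pathways of development are negatively enriched with SA (Figure 2a).

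**Figure D4:**
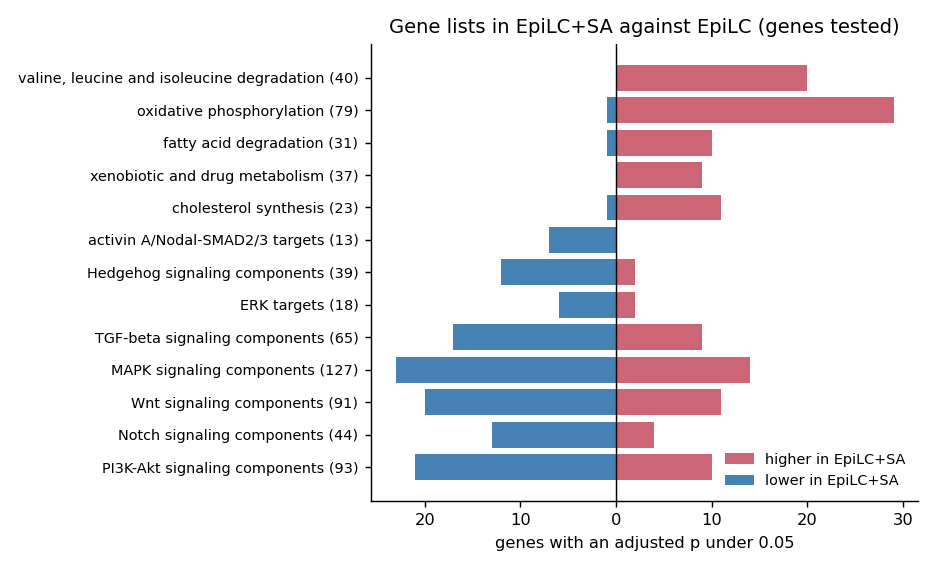
Number of genes higher (right) and lower (left) in EpiLC+SA than in EpiLC at an adjusted p under 0.05 from edgeR, per gene list, with the number of genes tested in brackets. The list of valine, leucine and isoleucine degradation has 20 genes higher and 0 lower.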

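Activin A acts through SMAD2 and SMAD3, whose direct targets include Nodal, Lefty1 and Lefty2. All 16 genes shown in Figure 2—figure supplement 1f passed the filter on low counts, and 13 of them had negative loadings on the second principal component, on the side of EpiLC. The authors chose these genes from the loadings of the same experiment, so their ranks are no independent test. Lefty1, which encodes an inhibitor of Nodal signaling, ranked 1 of 16067 genes by absolute loading on the second principal component (loading -0.0454), Fgf5 ranked 2, Vrtn 6, Nodal 68 and Lefty2 191.
Lefty1 lies on chromosome 1 of GRCm38 from 180935022 to 180938400 and had 246 ± 221 CPM in EpiLC, 5.60 ± 6.10 in EpiLC+SA and 89.9 ± 45.4 in EpiLC+SA+H (SD, n = 4 each). It fell by 5.46 on the log2 scale with SA (standard error 0.83, adjusted p = 5.06e-05 from edgeR's quasi-likelihood test) and rose by 4.00 with hemin (standard error 0.79, adjusted p = 0.00126). Nodal, the ligand gene, lies on chromosome 10 from 61417972 to 61425338. It had 66.3 ± 13.7 CPM in 2iL, 66.6 ± 19.0 in EpiLC and 10.1 ± 9.22 in EpiLC+SA (SD, n = 4 each), fell by 2.69 with SA and rose by 2.84 with hemin (adjusted p = 1.29e-05 and 1.44e-05 from edgeR). Skil, a feedback inhibitor of SMAD signaling, fell by 1.77 and rose by 1.43. Lefty2 had a log2 fold change of -1.75 with SA (standard error 0.88, adjusted p = 0.143 from edgeR).
Of 13 activin and Nodal targets, listed before the data were examined, 0 were higher and 7 lower with SA (1 and 9 adjusted over the list alone), with a camera adjusted p of 6.74e-04, and 0.163 with an estimated correlation. The list was written with the paper known, which shows Nodal, Lefty1 and Lefty2 from loadings of this experiment. Its test is thus not fully independent of these data. The mean log2 expression of the list fell by 1.59, with no overlap between the groups (exact permutation test, p = 0.0286).

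**Figure D5:**
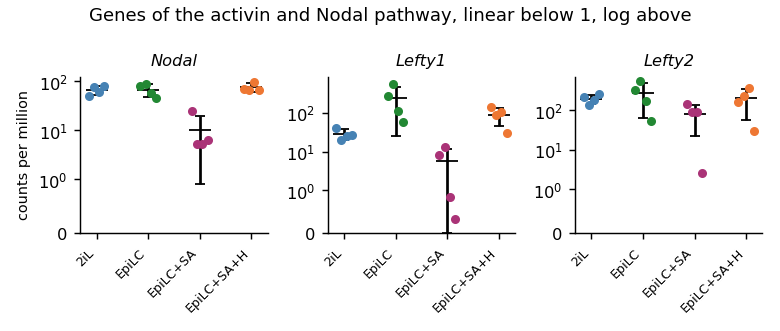
CPM of Nodal, Lefty1 and Lefty2 in 2iL, EpiLC, EpiLC+SA and EpiLC+SA+H, on an axis that is linear below 1 and logarithmic above, with a point per library, the mean as a line and the SD as a bar (n = 4 libraries per group). Nodal has means of 66.6 in EpiLC and 10.1 in EpiLC+SA.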

We thus focused our attention on the pathways directly associated with the naive-to-primed transition that is triggered by the combined presence of FGF2 and activin A in the growth culture medium, especially since detailed analysis of the PC loadings driving the PC2 separation (Figure 1e) highlights several SMAD pathway-related proteins (Figure 2—figure supplement 1f). On the one hand, the MAPK-ERK1/2 pathway (downstream of FGF2) was not activated in EPI +SA cells, as shown by the absence of phosphorylation of ERK1/2 (Figure 2—figure supplement 1g). On the other hand, the activin A-SMAD pathway activation was also compromised as shown by the difference in nuclear localization of SMAD2/3 when compared to the EpiLC cells (Figure 2—figure supplement 1h) or SMAD3 phosphorylation (Figure 2b–c). Interestingly, chemical inhibition of those two pathways by 1 μM PD0325901 (MEKi) and 5 μM SIS3 (TGFβ-SMADi) (Figure 2—figure supplement 1g-h) shows that the inhibition of the SMAD translocation mimics the transition defects observed with SA as revealed by the gene expression analysis of naive and primed markers (Figure 2—figure supplement 1i). This pathway inhibition was especially observed after 24 h of treatment, and concomitant with the defect in gene expression (Figure 2b–d). Addition of two- or threefold increased doses of activin or FGF2 did not rescue the gene expression pattern, indicating a strong inhibition (Figure 2—figure supplement 1j). Mechanistically, previous reports have shown that heme biosynthesis consumes a lot of the glycine and succinyl-CoA precursors in the mitochondria, acting as some sort of ‘succinyl-CoA sink’ (Atamna, 2004). We thus hypothesized that heme synthesis inhibition would increase the abundance of succinyl-CoA in mitochondria, that could then exit the organelle in the form of succinate and accumulate in other cell compartments (Atamna, 2004). The accumulation of succinate precursor is reinforced by the observed decreased abundance of the succinate dehydrogenase (SDH), consuming succinate in the TCA, known to be destabilized by the loss of heme (nicely reviewed in Kim et al., 2012; Figure 2e). Together, these results indicate a possible accumulation of succinate in response to heme synthesis inhibition, that could potentially cause the transition defect. To test this hypothesis, we used butylmalonate (BM), an inhibitor of the dicarboxylate carrier (DIC; SLC25A10), to prevent leakage of succinate from the mitochondrial matrix to the cytosol (Mills et al., 2018), and this nicely resumed the transition as shown by the gene expression profile of mESCs in the EpiLC + SA + BM condition (Figure 2f).

**Figure 2.**
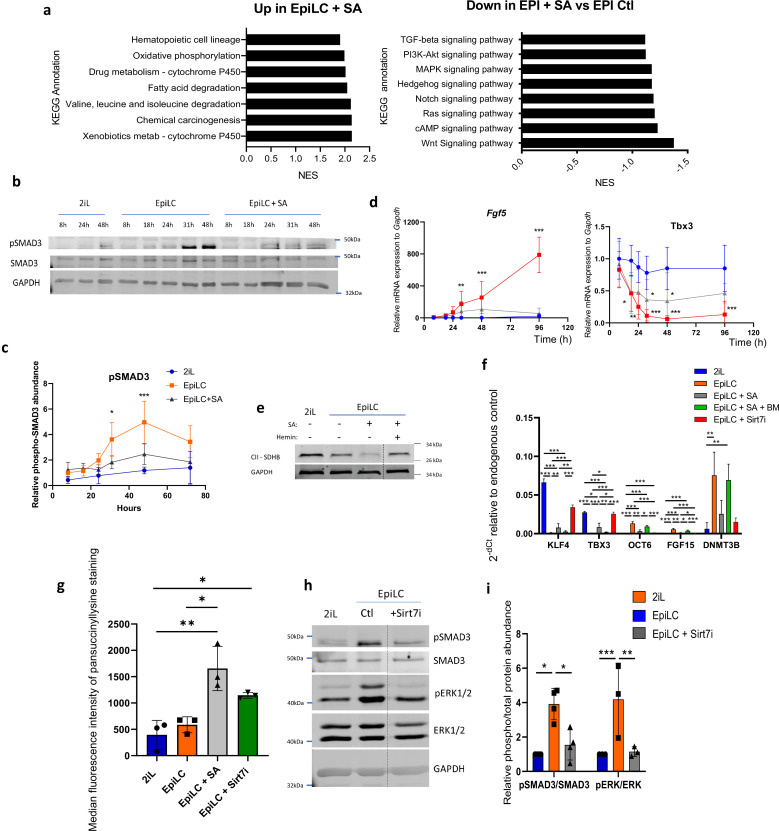
SA prevents the activation of the MAPK and Activin A-SMAD pathways during the mESC transition through the cytosolic accumulation of succinate. (**a**) GSEA performed on RNAseq data were analyzed for KEGG pathways. Up- and Down-regulated KEGG pathways in EpiLC + SA versus EpiLC Ctl, represented as normalized enrichment scores (NES). (**b**) Western blot analysis of the time course protein abundance of SMAD3 and phospho-SMAD3 relative to GAPDH as a loading control for cells in naïve conditions (2iL), in transition for up to 2 days to the Epi stage (EpiLC) with 0.5 mM SA as heme synthesis inhibitor. Representative blot of 5 biological replicates, and quantified in (**c**). (**d**) Time course gene expression analysis of Fgf5 and Tbx3 assessed by RT-qPCR, expressed as mean +/-S.D. ANOVA-2. n=5 independent biological replicates. (**e**) Western blot analysis of SDHB during the transition, relative to GAPDH as loading control. Representative blot of 2 biological replicates. (**f**) Relative expression of naïve and primed markers of mESCs in naïve conditions (2iL), in transition for 2 days to the Epi stage (EpiLC) with or without 0.5 mM SA (EpiLC + SA), 1 µM butylmalonate (+BM) or 5 µM of Sirt7 inhibitor supplementation, assessed by RT-qPCR relative to *Gapdh* expression. n=3 independent biological replicates. ANOVA1 (**g**) Median fluorescence intensity of succinyllysine residues measured by flow cytometry for mESC in transition with 5 µM Sirt7 inhibitor (Sirt7i). n=3 independent biological replicates, ANOVA1. (**h**) Representative western blot analysis of the abundance of the total and phosphorylated forms of SMAD3 and ERK1/2, using GAPDH as loading control, for mESC in transition with a Sirt7 inhibitor (Sirt7i), and quantified in (**i**). Figure 2—source data 1.Raw uncropped and annotated western blot images for Figure 2b. Figure 2—source data 2.Raw uncropped and annotated western blot images for Figure 2e. Figure 2—source data 3.Raw uncropped and annotated western blot images for Figure 2h.

**Figure 2—figure supplement 1.**
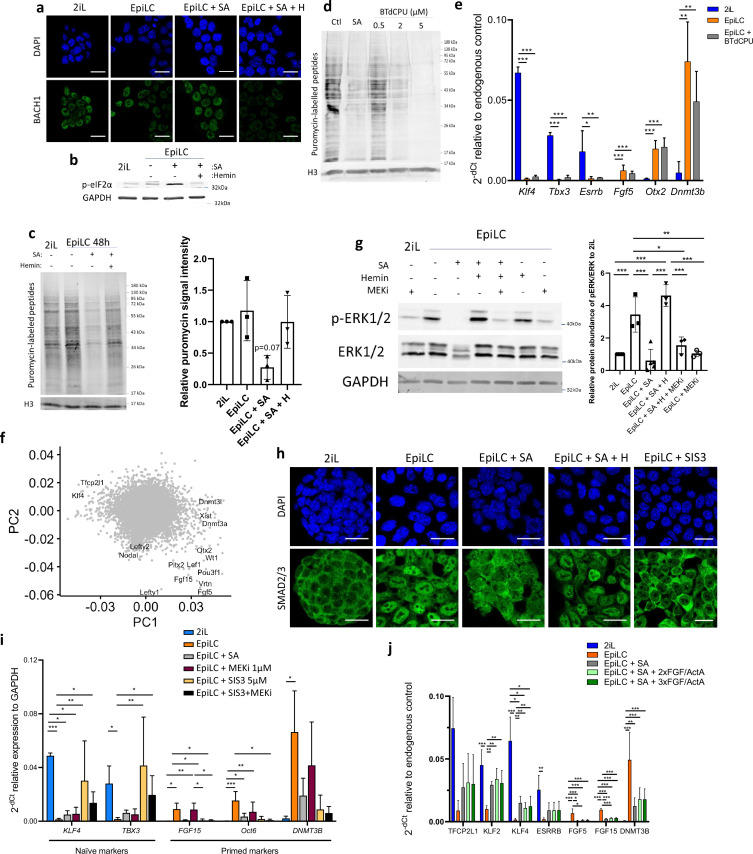
SA prevents the activation of the MAPK and Activin A-SMAD pathways during the mESC transition. (**a**) Representative Confocal micrographs of mESCs in naïve stage (2iL) or in transition (EpiLC) for BACH1. Dapi as a nuclear counterstain. Scale bar = 20 µm. (**b**) Western blot analysis of the protein abundance of phospho-eukaryotic translation initiation factor 2α (EIF2α) relative to GAPDH as a loading control for cells in naïve conditions (2iL), in transition for 2 days (EpiLC) with 0.5 mM SA (+SA) and 10 µM hemin (SA +H) supplementation. (**c**) Representative western blot of SunSET analysis (puromycin incorporation assay) and quantification of puromycin-labelled protein abundance relative to histone 3 (H3) as a loading control. Cells were exposed 10 minutes to 10 μg/ml of puromycin. Data presented as mean intensity +/-S.d. One-way ANOVA. n=3 independent biological replicates. (**d**) SunSET of mESCs cultured in 2iL and exposed or not to 0.5 mM of succinylacetone (SA) or to 0.5, 2 or 5 μM of BTdCPU for 2 days. (**e**) Relative expression of naïve and primed markers by RT-qPCR relative to *Gapdh* expression in mESCs grown in naïve conditions (2iL), in transition for 2 days (EpiLC) with 0.5 mM SA (+SA) or 2 µM BTdCPU. S.d *p<0.05, **p<0.01, ***p<0.001. One-way ANOVA. n=3 independent biological replicates. (**f**) Relevant PC loadings. Genes contributing to principal components separating naïve 2iL, EpiLC with or without SA and hemin during the exit. (**g**) Western blot analysis and quantification of the protein abundance of ERK1/2 and phospho-ERK1/2 (Thr202/Tyr204) relative to GAPDH as a loading control for cells in naïve conditions (2iL), in transition for 2 days to the Epi stage (EpiLC) with 0.5 mM SA, 10 µM hemin (H) supplementation and/or 1 µM MEK inhibitor (PD0325901; MEKi). Representative blot of three biological replicates. (**h**) Confocal analysis of the immunostaining of SMAD2/3 (green) in cells in naïve conditions (2iL), in transition to the Epi stage (EpiLC) with SA, hemin (H) supplementation or a SMAD3 inhibitor (SIS3, 5 µM), representative of three independent experiments. (**i**) Relative expression of naïve and primed markers of mESCs in naïve (2iL), in transition (EpiLC) with or without SA 0.5 mM, Hemin 10 µM, SIS3 5 µM, MEKi 1 µM (PD0325901), or with FGF2 and Activin A supplementation (**j**) assessed by RT-qPCR relative to *Gapdh* expression. Data shown as mean +/-S.D. n=3 independent biological replicates. ANOVA1. Figure 2—figure supplement 1—source data 1.Raw uncropped and annotated western blot images for Figure 2—figure supplement 1b. Figure 2—figure supplement 1—source data 2.Raw uncropped and annotated western blot images for Figure 2—figure supplement 1c. Figure 2—figure supplement 1—source data 3.Raw uncropped and annotated western blot images for Figure 2—figure supplement 1d. Figure 2—figure supplement 1—source data 4.Raw uncropped and annotated western blot images for Figure 2—figure supplement 1g.

Succinate accumulation and/or SDH ablation is known to increase protein lysine succinylation (Smestad et al., 2018), an effect that is observed upon SA treatment and that we mimicked by inhibiting Sirt7, a cytosolic and nuclear desuccinylase (Figure 2g). The ability of this molecule to mimic SA in the pathway’s inhibition (Figure 2h–i) and to prevent the exit of the naive state (Figure 2f) points at succinylation events as the cause of the transition defects.

### Blockade of heme synthesis in naive mESCs triggers the activation of a 2C-like program

In addition to this defect in the exit from the naive state, we found that treatment of naïve 2iL cells with SA also modifies the global gene expression as 2iL + SA samples cluster away from 2iL control cells when analyzed by PCA performed on RNAseq data (Figure 3a). 

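Naive mESCs kept in 2iL change less in gene expression with SA than cells in transition do. Naive cells without treatment (2iL), with 0.5 mM SA for 48 hr (2iL+SA), or with SA and 10 μM hemin (2iL+SA+H) were sequenced and counted together with the libraries of the transition, with 4 libraries per group. The totals ranged from 1857964 to 9069538 counts in 2iL+SA (median 7098432) and from 4972669 to 8886121 in 2iL+SA+H (median 6572781). In a simulation of the same kind with the changes placed in 2iL+SA, 34% of 50 genes changed 2-fold and 58% of those changed 4-fold were recovered, with 3 false calls. Both simulations used gene means and dispersions over all 24 libraries, so they give no power particular to either comparison.
Jun, which encodes a subunit of the AP-1 transcription factor (chromosome 4 of GRCm38, 95049034 to 95052222), had 49.6 ± 5.89 CPM in 2iL+SA and 5.51 ± 0.987 in 2iL (SD, n = 4 each), a log2 fold change of 3.17 (standard error 0.50, adjusted p = 0.0211 from edgeR's quasi-likelihood test). Utf1, a chromatin factor gene of pluripotent cells, fell by 1.55 (adjusted p = 0.0469 from edgeR), with a p of 0.1501, 0.125, 0.0681 and 0.218 without 2iL replicate 1, 2, 3 or 4, and of 0.151, 0.125 and 0.123 without 2iL+SA replicate 1, 2 or 3. The p of Utf1 was 0.05505 with DESeq2 size factors in edgeR and 0.0949 with only the groups compared. For Jun the p was 0.134, 0.125, 0.0681 and 0.0670 without 2iL replicate 1, 2, 3 or 4 and 0.0859 and 0.0579 without 2iL+SA replicate 1 or 2. In all, 4 genes were higher and 4 lower in 2iL+SA than in 2iL at an adjusted p under 0.05 (2048 at an unadjusted p under 0.05, and 306 by DESeq2). Without any 1 of 2iL replicates 1 to 4 or of 2iL+SA replicates 1 and 2, the number of genes was 0, without 2iL+SA replicate 3 it was 2 and without 2iL+SA replicate 4 it was 10. It was 39 with a replicate block, and 105 without the 3 shallow libraries, an alternative chosen after the data were seen. The effect of SA differed between the states for 2304 genes, 847 higher and 1457 lower in the interaction test.
The first principal component of the naive libraries (33.9% of variance) separated 2iL+SA replicate 3, at 126 on this axis, from all others, which lay below 20, and the second held 17.1%. The mean distance between 2iL+SA and 2iL libraries was 1.09 times that within the groups (exact permutation test over 35 splits, p = 0.0286, and 0.0571 adjusted over 6 pairs). The ratio was 1.03, 1.015, 1.03 and 1.02 without 2iL replicate 1, 2, 3 or 4 (exact permutation p = 0.400, 0.486, 0.400 and 0.457). Without 2iL+SA replicate 1, 2, 3 or 4 it was 1.16, 1.17, 1.15 and 1.19 (exact permutation p = 0.0286 in each case). It was 1.04 for 2iL+SA+H and 2iL (exact permutation p = 0.0857) and 0.993 for 2iL+SA and 2iL+SA+H (exact permutation p = 0.543). The paper states that 2iL+SA samples cluster away from 2iL cells (Figure 3a), in a plot of 3 points per group, where all 4 libraries were used here.

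**Figure D6:**
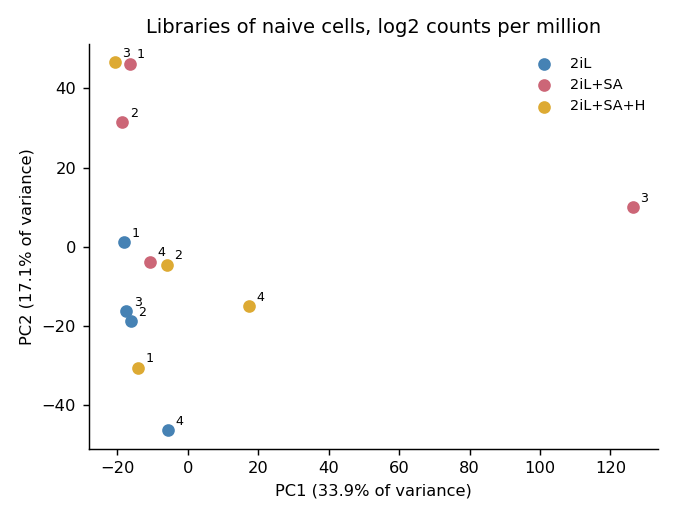
Coordinates of 12 naive libraries on the first and second principal components of log2 CPM, numbered by replicate. 2iL+SA replicate 3 lies at 126 on the first component, and 2iL+SA replicates 1 and 2 lie at 46.3 and 31.5 on the second, above the 2iL libraries, while 2iL+SA replicate 4 lies at -3.77, below 2iL replicate 1, and 2iL+SA+H replicate 3 lies at 46.6.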

Our attention was thus drawn on markers reported to be expressed in the two-cell embryo. Indeed, a small proportion of the mESC population actually expresses a gene signature reminiscent of the 2 C stage, these cells thus called 2C-like cells (2CLCs) (Macfarlan et al., 2012). Indeed, the expression of the 142 genes previously identified as upregulated in this 2C-like population (Macfarlan et al., 2012) was statistically upregulated in 2iL versus 2iL + SA (Figure 3b) and this was further confirmed by RT-qPCR for a selection of the most common markers (Figure 3c) and further supported by the upregulation of the 2CLC markers in ALAD KO mESCs (Figure 3d). 

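Genes of the 2-cell embryo, which a small share of naive cells expresses, were higher on average with SA, although few of them passed the test singly. The list, written before the data were examined, holds 54 genes, of which 24 were tested, and it is not the list used in Figure 3b. In 2iL+SA against 2iL, 1 of 24 was higher and 0 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (6 higher adjusted over the list alone). The median log2 fold change was 1.34 (camera adjusted p = 3.56e-10, and 0.292 with an estimated correlation). Gm13119, a gene of the Pramel family on chromosome 4 of GRCm38 from 144357942 to 144364419, was the gene that passed. It had 9.30 ± 2.72 CPM in 2iL+SA and 1.91 ± 0.826 in 2iL (SD, n = 4 each), a log2 fold change of 2.27 (standard error 0.42, adjusted p = 0.0447 from edgeR). This call was lost without any 1 library: the p was 0.160, 0.181, 0.0681 and 0.192 without 2iL replicate 1, 2, 3 or 4, and 0.121, 0.0734, 0.0795 and 0.0774 without 2iL+SA replicate 1, 2, 3 or 4. Zscan4c, a marker of 2C-like cells that acts at telomeres (chromosome 7, 11005745 to 11010547), had 7.29 ± 3.14 CPM in 2iL+SA and 3.30 ± 1.14 in 2iL (SD, n = 4 each), a log2 fold change of 1.18 (standard error 0.51, adjusted p = 0.332 from edgeR). Zfp352 and Usp17la had log2 fold changes of 0.20 and 0.47 (adjusted p = 0.921 and 0.785 from edgeR). Pou5f1 had a log2 fold change of -0.20 at 13.5 CPM in 2iL+SA. Reads shared among the Zscan4 copies or with Pou5f1 pseudogenes were discarded with other multiply mapped reads.
The mean log2 expression of the 24 genes was 2.02 ± 0.51 in 2iL+SA and 1.052 ± 0.62 in 2iL (SD, n = 4 each), a difference of 0.97 (exact permutation test, 2-sided p = 0.0571, and 0.114 adjusted over 4 comparisons). Markers of neuroectoderm, a list of 6 genes, were also higher, by 0.47 with no overlap between the groups (exact permutation p = 0.0286; camera adjusted p = 0.155). The 7 core pluripotency genes were lower by a mean of 0.51 with no overlap (exact permutation p = 0.0286; camera adjusted p = 0.0129, and 0.198 with an estimated correlation), with 0 higher and 1 lower singly (0 and 2 adjusted over the list alone). The gene lower singly was Utf1, so part of this mean difference came from 1 gene, and the mean without it was not computed. Without 1 library the difference of the 24 genes ran from 0.698 without 2iL replicate 1 (exact permutation p = 0.143) to 1.16 without 2iL replicate 4 (exact permutation p = 0.0286). In EpiLC+SA against EpiLC the difference was 0.54 (exact permutation p = 0.0857). The paper proposes that SA moves naive cells toward a 2C-like state (Figure 3). Besides the higher mean of the 2C genes, it draws on RT-qPCR, ALAD knockout cells and immunostaining of ZSCAN4- and MUERVL-GAG-positive cells. It also reports a similar trend by RT-qPCR in human ESCs.

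**Figure D7:**
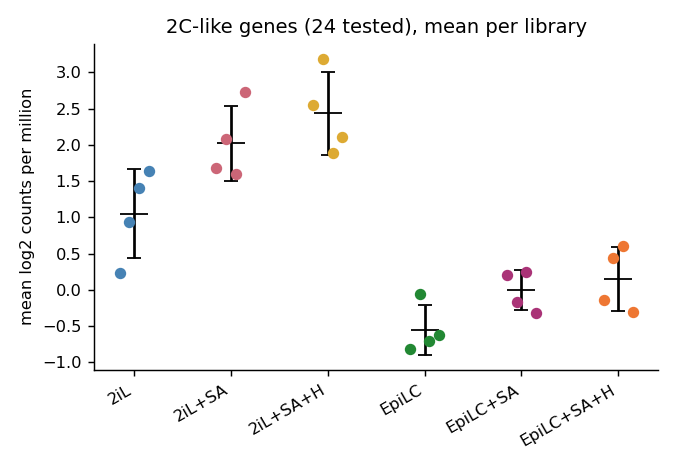
Mean log2 CPM of 24 genes of 2C-like cells in each library, by group, with the mean as a line and the SD as a bar (n = 4 libraries per group). The mean is 1.052 in 2iL, 2.02 in 2iL+SA and 2.43 in 2iL+SA+H.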

As the studies that characterize this 2C-like population report an important heterogeneity at the population level (Macfarlan et al., 2012; Eckersley-Maslin et al., 2016), we quantified the fraction of ZSCAN4^+^ and MUERVL-GAG^+^ cell populations by immunostaining followed by confocal microscopy observations. As shown in Figure 3e and f, treatment with SA increases the fraction of 2C-like cells by two to three folds. A similar trend is observed for genes involved in the ZGA for hESCs (Taubenschmid-Stowers et al., 2022; Figure 3g).

**Figure 3.**
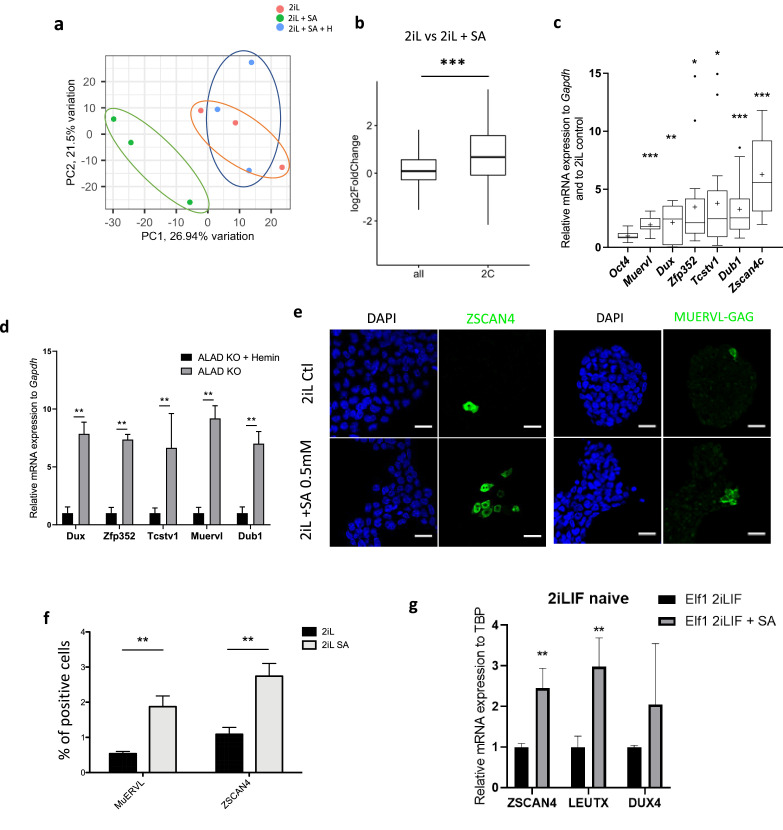
Heme synthesis inhibition pushes mESCs toward a 2C-like stage. (**a**) Principal component analysis (PCA) of the normalized RNAseq data transcripts of naïve mESCs (2iL) treated for 48 hr with 0.5 mM SA ± 10 μM Hemin. (**b**) Boxplot of mean Log2FC of 2 C markers defined in Macfarlan et al., 2012 or all analyzed mRNAs in 2iL +SA versus 2iL control cells. Statistical significance is calculated by Student T-test. p<0.001. (**c**) Relative expression of 2 C gene markers of mESCs assessed by RT-qPCR relative to *Gapdh* expression and to 2iL naive control represented as a Tukey box and whisker plot. The line represents the median and the +is the mean. *Oct4*=octamer-binding transcription factor 4, Muervl = murine endogenous retrovirus-like, Dux = double homeobox, *Zfp352*=Zinc-finger protein 352, *Tcstv1*=2-cell-stage variable group member 1, *Dub1*=Ubiquitin Specific Peptidase 36, *Zscan4c*=Zinc Finger And SCAN Domain Containing 4, isoform c. n=9. (**d**) Gene expression analysis of 2CLC markers of ALAD KO mESCs grown for 2 days with or without 10 µM Hemin, assessed by RT-qPCR. n=3 biological replicates. ANOVA1 (**e**) Immunostaining of ZSCAN4 or MUERVL-GAG in untreated naive cells (2iL control) or treated with SA at 0.5 mM. DAPI is used as a nuclear counterstain. Scale bar = 20 μm. (**f**) Percentage of MUERVL- or ZSCAN4-positive cells in the whole population of naïve (2iL) mESCs or naïve treated or not with SA (2iL SA), counted from confocal micrographs as in (**f**) with 10 images per condition for at least 1000 cells per condition. n=4 independent biological replicates. Results expressed as mean +/-S.D. ** p<0.01; T-Tests. (**g**) Relative expression of ZGA related genes in hESCs assessed by RT-qPCR relative to TBP expression and normalized to naive 2iL +IGF + FGF2 (2iLIF) control, with or without 0.5 mM of SA. n=3 independent biological replicates. Results expressed as mean +/-S.D. * p<0.05, **p<0.01, ***p<0.001; t-tests.

### The induction of the 2C-like program is succinate-dependent

Interestingly, and as opposed to the naive-to-primed setup, the observed phenotype seems independent of heme as it is not rescued by hemin supplementation (Figure 4a–b). 

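Hemin did not lower the 2C-like genes in naive cells treated with SA. Their mean log2 expression was 2.43 ± 0.57 in 2iL+SA+H (SD, n = 4), 1.38 above 2iL (exact permutation test, p = 0.0286, and 0.114 adjusted over 4 comparisons) and 0.41 above 2iL+SA (exact permutation p = 0.286). The difference from 2iL+SA ran from 0.159 to 0.645 without 1 library. Camera called the list between these groups, but not with an estimated correlation. The call was also lost without 2iL+SA replicate 1 or 2iL+SA+H replicate 2 (camera adjusted p = 0.164 and 0.439). Without 2iL replicate 1 the difference from 2iL was 1.11, without 2iL+SA+H replicate 1 it was 1.34 and without 2iL+SA+H replicate 2 it was 1.13, each with an exact permutation p of 0.0571. Of the 24 genes, 0 were higher and 0 lower in 2iL+SA+H than in 2iL at an adjusted p under 0.05 from edgeR's quasi-likelihood test (17 higher adjusted over the list alone), with a median log2 fold change of 1.64 (camera adjusted p = 1.10e-31, and 0.0169 with an estimated correlation). Zscan4c had 9.60 ± 3.46 CPM in 2iL+SA+H (SD, n = 4), a log2 fold change of 1.54 against 2iL (standard error 0.51, adjusted p = 0.818 from edgeR) and of 0.36 against 2iL+SA. Gm13119 had a log2 fold change of 2.00 against 2iL (adjusted p = 0.262 from edgeR, and 0.0338 from DESeq2). The 7 core pluripotency genes were lower than in 2iL by a mean of 0.64 with no overlap (exact permutation p = 0.0286; camera adjusted p = 6.44e-05, 0.0169 with an estimated correlation and 0.0539 with fgsea), with 0 higher and 1 lower singly (0 and 2 adjusted over the list alone), and differed from 2iL+SA by -0.13 (exact permutation p = 0.229). The gene lower singly was again Utf1, so part of the difference from 2iL came from 1 gene.
Over all genes, 0 differed between 2iL+SA+H and 2iL+SA with edgeR (737 at an unadjusted p under 0.05, and 1 by DESeq2), and 29 did without 2iL+SA+H replicate 3, 1 higher and 28 lower. In cells in transition hemin raised 1689 genes and lowered 956. The effect of hemin differed between the states for 1017 genes in the interaction test, for 639 without EpiLC+SA replicate 4, for 1703 with DESeq2 and for 2083 without the 3 shallow libraries, an alternative chosen after the data were seen. Utf1 was the 1 gene that differed between 2iL+SA+H and 2iL (log2 fold change -2.10, adjusted p = 0.00355 from edgeR), and without 2iL+SA+H replicate 2 the number was 0 (adjusted p of Utf1 0.0524). With only the groups compared it was also 0 (adjusted p of Utf1 0.172). The paper reasons from the lack of rescue by hemin that the 2C-like phenotype seems independent of heme (Figure 4a–b).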

We thus investigated the putative role of succinate accumulation in the phenotype. The abundance of succinylated proteins in naive cells treated or not with SA was assessed using a pan-succinyllysine antibody in confocal microscopy and in flow cytometry (Figure 4c). In basal conditions, the bulk of succinyllysine modifications are located in the mitochondria (Figure 4—figure supplement 1), as expected. However, a dramatic increase in the signal associated with succinylated proteins is observed in all subcellular compartments when heme synthesis is inhibited, an effect that is not (or very partially) rescued upon hemin supplementation (Figure 4c). We then postulated that blocking the exit of this metabolite from mitochondria would prevent the acquisition of widespread succinyl-lysine post-translational modifications and impair the acquisition of the 2C-like cells markers, only if this phenotype is dependent on increased succinate concentration. As hypothesized, addition of BM combined to SA is correlated to a rescue of both the increase in 2 C markers and the proportion of ZSCAN4 or MUERVL-positive cells in the population (Figure 4a and d). Altogether, this shows that an accumulation of extra-mitochondrial succinate upstream of heme synthesis in naive mESCs induces a 2C-like phenotype, reinforced by the inability of glycine to induce same effect (Figure 4a). In order to observe the levels of protein succinylation, and by extension the levels of succinate, in endogenous 2CLCs of the mESC population, we took advantage of a previously described reporter cell line for this 2C-state, characterized by the stable insertion of a construct containing a turboGFP-coding gene under the control of the MUERVL long terminal repeat (2 C:::turboGFP; Ishiuchi et al., 2015; Rodriguez-Terrones et al., 2020). The simultaneous observation of the endogenous GFP fluorescence, the absence of OCT4 (Macfarlan et al., 2012) and the immunostaining of the succinyl-lysine residues showed an increase in protein succinylation specifically in the 2C-like cells (GFP+; OCT4-) sub-population, as quantified by flow cytometry (Figure 4e–f).

**Figure 4.**
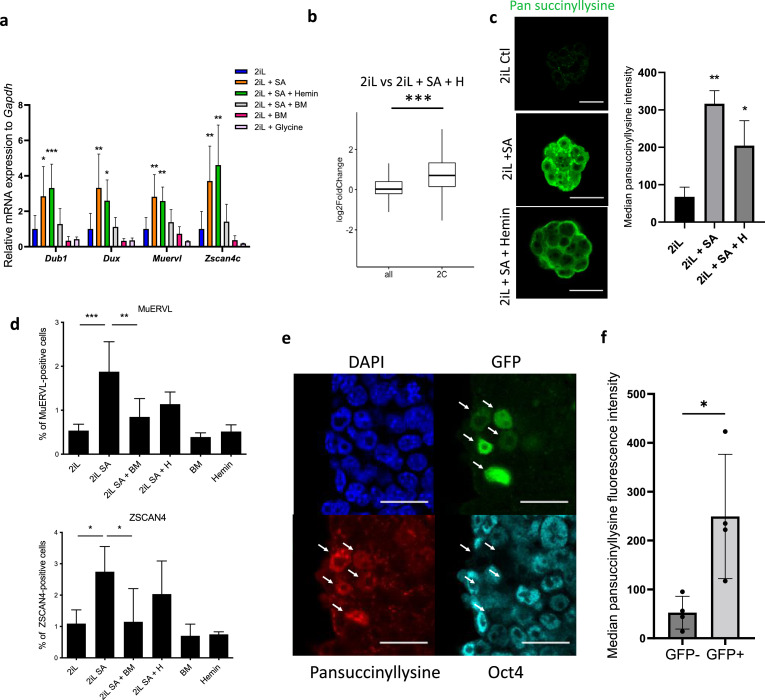
mESC ‘2C-like’ reprogramming by SA is due to extramitochondrial succinate accumulation. (**a**) Relative expression of 2 C markers of mESCs assessed by RT-qPCR relative to *Gapdh* expression and normalized to 2iL naive control, in mESCs treated for 2 days with 0.5 mM SA (2iL SA), with or without 10 μM Hemin (2iL SA + H), 1 μM diethyl butylmalonate (2iL SA + BM), 1 μM BM alone (BM) or 10 mM glycine. S.D. * p<0.05, **p<0.01, ***p<0.001. ANOVA-1. n=3–6 independent biological replicates. (**b**) Boxplot of mean Log2FC of 2 C markers defined in Macfarlan et al., 2012 or all analyzed mRNAs in 2iL + SA + H versus 2iL control cells. Statistical significance is calculated by Student T-test. p<0.001. (**c**) Immunostaining of succinylated lysine residues (green) in mESCs treated for 2 days with 0.5 mM SA, with or without 10 μM Hemin (SA + Hemin) and quantified by flow cytometry. Representative image of n=3 independent experiments. Scale bar = 20 μm. Results expressed as median fluorescence +/-S.D. * p<0.05, **p<0.01; ANOVA-1 (**d**) Percentage of MUERVL or ZSCAN4-positive cells in the whole population of naïve (2iL) mESCs or naive cells treated for 2 days with SA (2iL SA) with or without 10 μM hemin (2iL SA + H) or 1 μM diethyl butylmalonate (2iL SA + BM). n=4 independent biological replicates. Results expressed as mean +/-S.D. * p<0.05, **p<0.01, ***p<0.001; ANOVA-1. (**e**) Immunostaining of succinyllysine residues (Red) and Oct4 (cyan) of TBG4 cells (ES-E14TG2a mESCs with a 2C-GFP (green) reporter construct) (Mills et al., 2018). Representative image of n=3 independent experiments. Scale bar = 20 μm. Arrows indicate 2CLCs according to the GFP reporter. (**f**) Quantification of the median fluorescence intensity of the succinyllysine residues in the GFP +and GFP- populations of TBG4 mESCs separated by flow cytometry. n=4 independent biological replicates. * p<0.05, T-test.

**Figure 4—figure supplement 1.**
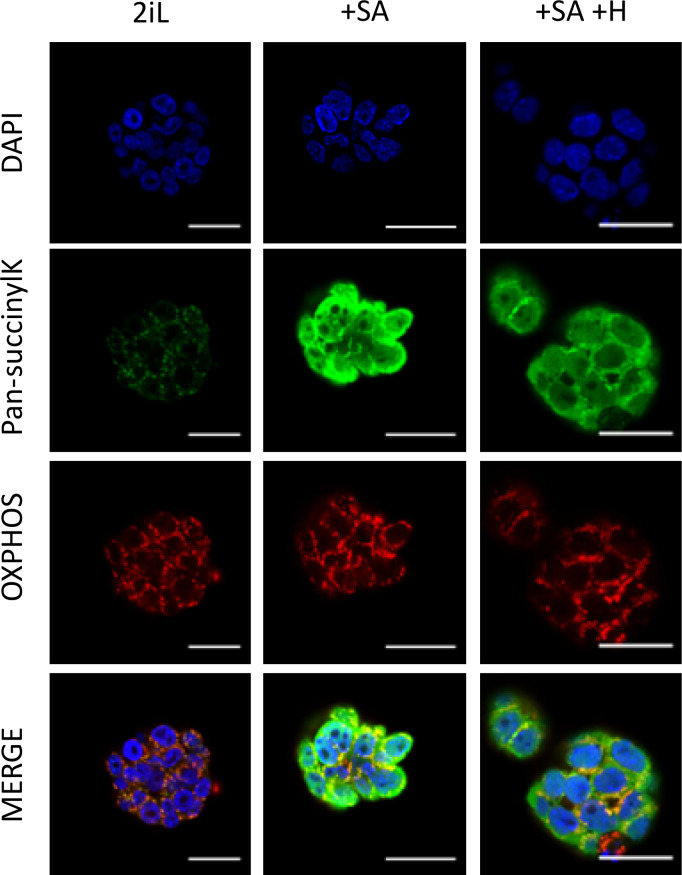
Treatment with SA induces a delocalization of succinyllysine-modified proteins outside of mitochondria. Immunostaining of succinyllysine residues (green) and OXPHOS complexes (red) in mESCs 2iL naïve control, in mESCs treated with 0.5 mM SA (+SA), with or without 10 μM Hemin (+SA + H). DAPI is used as nuclear counterstain. Representative images of n=3 independent experiments. Scale bar = 20 μm.

Since we showed that the increase in the reprogramming of some mESCs to a 2C-like state after heme synthesis inhibition was the result of succinate exit from mitochondria, we then aimed to further confirm these results, by inducing a mitochondrial accumulation of succinate, independently of heme biosynthesis inhibition, using Atpenin A5 (AA5), an SDH inhibitor (Miyadera et al., 2003). AA5 induces the protein lysine succinylation (Figure 5a), an increase in the number of ZSCAN4-positive cells (Figure 5b) and the expression of 2 C markers (Figure 5c and e). These effects were counteracted by the addition of BM to prevent the succinate exit from the mitochondria (Figure 5b), confirming the involvement of succinate in the process.

**Figure 5.**
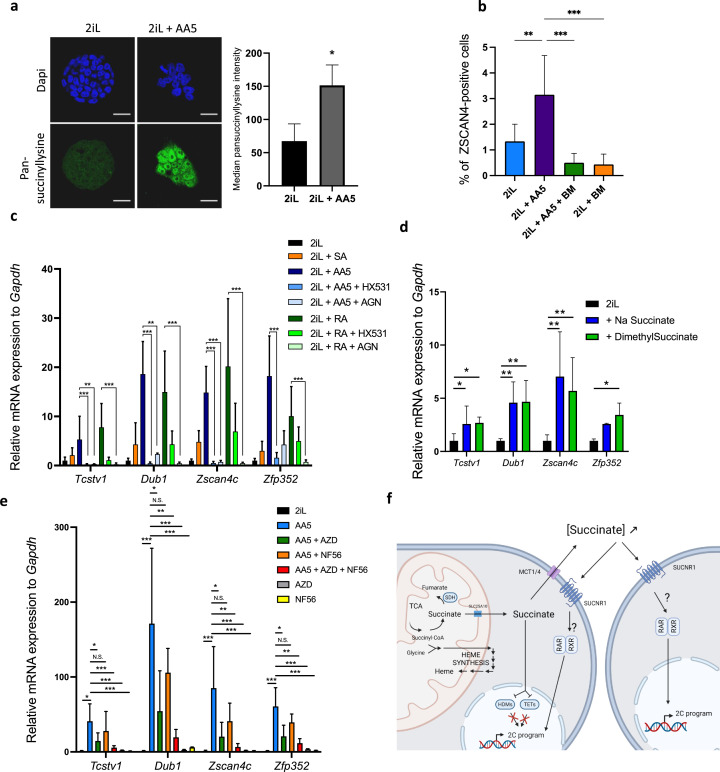
Inhibition of SDH leading to an increase in succinate accumulation recapitulates the increase in 2CLCs due to a leakage to the extracellular space. (**a**) Immunostaining of succinylated lysine residues (green) in mESCs in 2iL media or treated with 250 nM AA5. Representative image of n=3 independent experiments and quantified by flow cytometry. T-test. Scale bar = 20 μm (**b**) Percentage of ZSCAN4-positive cells in the whole population of naïve (2iL) mESCs or naïve treated with 250 nM AA5, with or without 1 μM diethyl butylmalonate (BM), counted from confocal micrographs with 10 images per conditions for at least 1000 cells per condition. n=3 independent biological replicates. ANOVA1 (**c**) Relative expression of the 2CLC genes in response to 250 nM AA5 or 0.5 µM retinoic acid (RA), with or without 10 µM HX531 and 100 nM AGN193109. (**d-e**) Relative expression of 2C-gene markers of mESCs assessed by RT-qPCR relative to *Gapdh* expression in naïve 2iL mESCs and treated with 16 mM dimethyl succinate, 40 mM sodium succinate (Na succinate), 1 μM of MCT1 and 4 inhibitor (AZD3965; AZD) and 1 μM SUCNR1 receptor antagonist (NF-56-EJ40; NF56). Data shown as mean +/-S.D. *p<0.05, **p<0.01, ***p<0.001. ANOVA-1 followed by a Tukey post-test. n=4 independent biological replicates. (**f**) Graphical representation of the succinate-induced 2CLC reprogramming. Created with https://www.biorender.com/.

**Figure 5—figure supplement 1.**
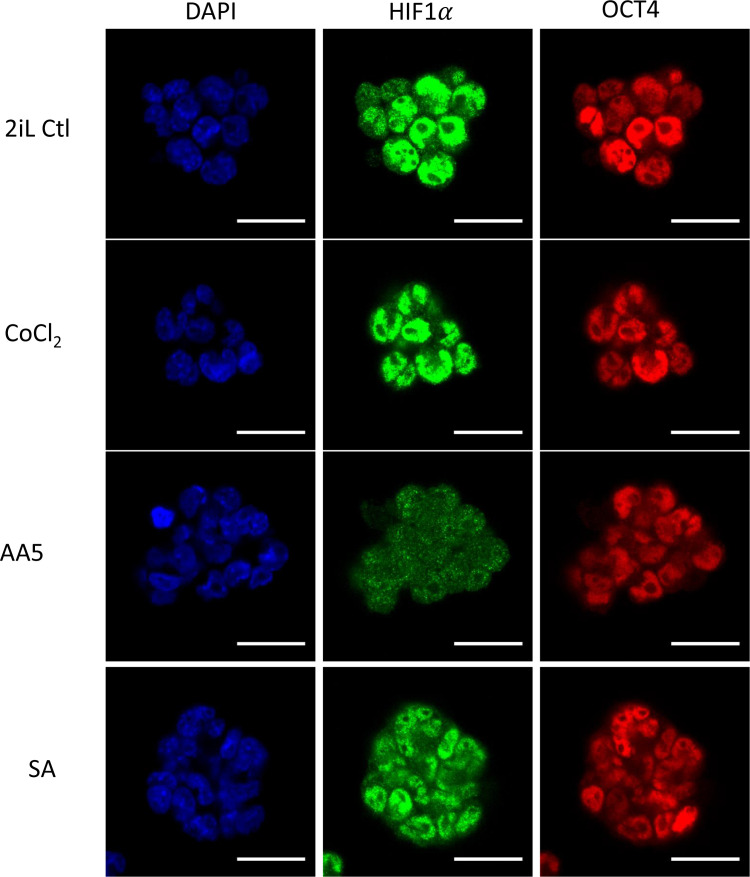
Treatment with SA or AA5 does not trigger HIF1α stabilization. Immunostaining of HIF1α (green), OCT4 as stemness marker (red) and DAPI as nuclear counterstain in mESCs 2iL naive control, in mESCs treated with 100 μM of CoCl_2_ as positive control or 0.5 mM SA and 250 nM AA5. Representative images of n=3 independent experiments. Scale bar = 20 μm.

**Figure 5—figure supplement 2.**
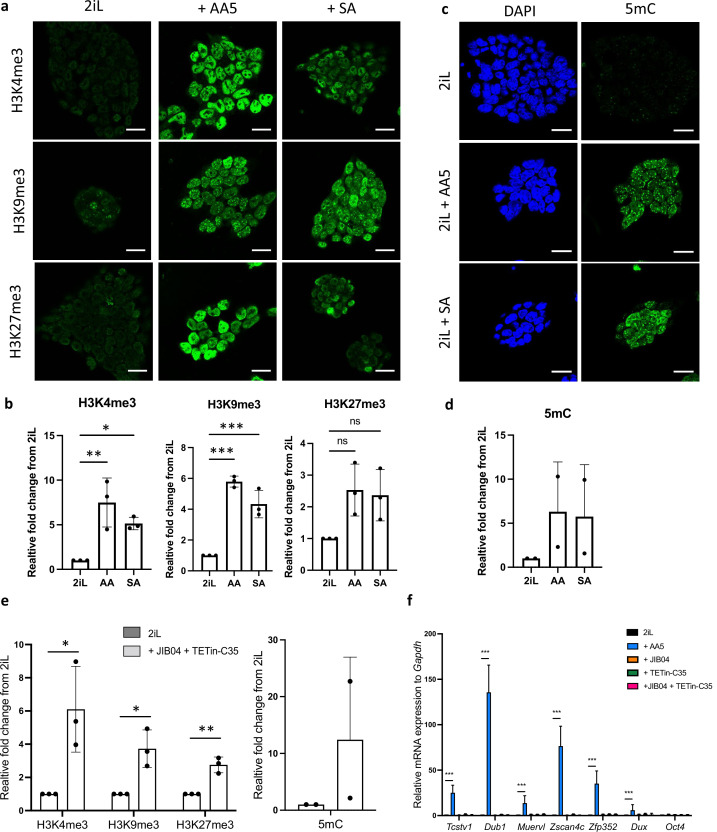
Treatment with SA or AA5 triggers an increase of the methylation of histones and DNA that does not cause a 2C-like reprogramming. (**a**) Immunostaining of of trimethylated histone 3 (**H3**) residues (green) in mESCs 2iL naïve control, treated with 0.5 mM SA (+SA) or with 250 nM AA5 (+AA5). Scale bar = 20 μm. (**b**) Relative quantification of the methylated histone 3 fluorescent signal from confocal analysis. Data shown as mean +/-S.D. *p<0.05, **p<0.01, ***p<0.001. N.S. p>0.05 from ANOVA-1 analysis. n=3 independent biological replicates, with at least 200 cells per condition analyzed. (**c**) Immunostaining of of 5-methylcytosine (5mC; green) in mESCs 2iL naïve control, treated with 0.5 mM SA (+SA) or with 250 nM AA5 (+AA5). DAPI is used as nuclear counterstain. Scale bar = 20 μm. (**d**) Relative quantification of the 5mC fluorescent signal from confocal analysis. Data shown as mean +/-S.D. n=2 independent biological replicates. (**e**) Relative quantification of the trimethylated histone 3 (**H3**) residues signal from confocal analysis of naive 2iL mESC or treated with 250 nM JIB04 as a HDM inhibitor and 5 µM TETin-C35 as a TET DNA demethylase inhibitor. Data shown as mean +/-S.D. n=3 independent biological replicates. T-tests (**f**) Relative expression of 2 C gene markers of mESCs assessed by RT-qPCR relative to *Gapdh* expression. Data shown as mean +/-S.D. *p<0.05, **p<0.01, ***p<0.001. T-test (**e**) or ANOVA-1 (**f**). n=3 biological replicates.

### Succinate acts through the activation of its receptor, SUCNR1, to trigger the 2C-like program

Once in the cytosol, succinate could either inhibit the α-ketoglutarate (αKG)-dependent-dioxygenases or exit the cell through the monocarboxylate transporters (MCTs) and act as an extracellular signal molecule. Indeed, succinate is a reaction product of hydroxylation reactions catalyzed by αKG-dependent dioxygenases. Three families of dioxygenases are known to be sensitive to an increase in succinate concentration: the prolyl-hydroxylases (PDHs), the Ten-eleven translocation (TET) methylcytosine dioxygenases and the histone demethylases (HDM). Of these three classes, we ruled out a role for PHDs, responsible for HIF1α degradation, as the abundance of this transcription factor was not increased by SA nor by AA5 treatment, demonstrating a lack of stabilization following a putative PHD inhibition (Figure 5—figure supplement 1). Since recent reports in the literature have highlighted a crucial role of the epigenetic landscape and a role of the TET proteins in the acquisition of the 2CLC phenotype (Eckersley-Maslin et al., 2016; Huang et al., 2021; Schüle et al., 2019; Lu et al., 2014; Yang et al., 2016), we then focused our attention on the histone 3 (H3) and DNA methylation landscapes and observed a robust increase in the amount of trimethylation of lysines 4, 9, and 27 of H3 (H3K4,-K9, -K27) along with an increase in the global abundance of 5mC when mESCs were treated with either SA or AA5 (Figure 5—figure supplement 2a-d). However, chemical inhibition of HDMs by JIB04 (Wang et al., 2013) and/or TET by TETin-C35 (Singh et al., 2020) does not trigger a rise in the proportion of 2CLCs or in 2 C marker expression (Figure 5—figure supplement 2e-f). We then suspected that succinate could act instead as a paracrine signal after its release in the extracellular media. Indeed, exogenous supplementation with a membrane impermeable (sodium succinate) or permeable (dimethylsuccinate) form of succinate were able to increase the 2CLC marker expression (Figure 5d). We further found that inhibition of the succinate exit through the plasma membrane, by targeting MCT1 and 4 with the AZD3965 inhibitor (Beloueche-Babari et al., 2017; Reddy et al., 2020) combined to inhibition of the succinate receptor SUCNR1 by NF-56-EJ40 (Haffke et al., 2019) is able to bring down the rise in 2CLC marker expression triggered by AA5 (Figure 5e). Recent reports have shown that retinoic acid (RA) also increases the 2CLC population, an effect mediated by the retinoic acid receptor RAR but not the RXRs (Iturbide et al., 2021). While the induction of the 2CLC gene signature in response to AA5 is similar to RA, the mode of action seems to involve both RAR and RXR since the effect is rescued by addition of both inhibitors, AGN193109 and HX531, respectively (Figure 5c). These findings strongly support succinate acting as a paracrine/autocrine signal upstream of RAR/RXR transcriptional activity. Together, these sets of data highlight the critical role of succinate in the acquisition and maintenance of pluri/totipotent states in mESCs by a totally new mechanism.

## Discussion

The comparison of two different genome-scale CRISPR screens in the exit of the naïve state of mouse and human ESCs (Mathieu et al., 2019; Li et al., 2018) revealed the importance of heme biosynthesis for the transition to another pluripotent state, the primed state. Using succinyl acetone (SA), a specific inhibitor of ALAD that catalyzes the second reaction of the pathway, and hemin to rescue the heme defect, we first confirmed the requirement of this pathway for the naive-to-primed transition in mESCs. This is in accordance with the embryonic lethality at the implantation stage of mouse embryos knockout for the heme synthesis pathway enzymes since the naive-to-primed transition recapitulates, in vitro, this critical step (shown for HMBS Lindberg et al., 1996, UROS Bensidhoum, 1998, UROD Phillips et al., 2001, CPOX Conway et al., 2017 and FECH Magness et al., 2002). 

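Single targets of ERK and of SMAD2 and SMAD3 were lower in cells in transition with SA and higher again when hemin was added, while the list of ERK targets did not pass the test with SA. Ier2, an immediate early gene, fell by 1.75 on the log2 scale in EpiLC+SA against EpiLC (standard error 0.35, adjusted p = 6.13e-04 from edgeR's quasi-likelihood test) and rose by 1.75 with hemin (adjusted p = 0.00103). Spry2, which encodes a feedback inhibitor of ERK signaling (chromosome 14 of GRCm38, 105891947 to 105896819), had 33.8 ± 12.0 CPM in EpiLC, 14.8 ± 5.00 in EpiLC+SA and 45.9 ± 9.29 in EpiLC+SA+H (SD, n = 4 each). Ier3 fell by 1.84 with SA and rose by 2.28 with hemin. Of 18 ERK targets, 2 were higher and 6 lower with SA (2 and 7 adjusted over the list alone; camera adjusted p = 0.177). With hemin, 8 were higher and 0 lower (8 and 1 adjusted over the list alone; camera adjusted p = 0.0497, 0.464 with an estimated correlation and 0.0698 with fgsea). This p was 0.0510, 0.0512 and 0.0819 without EpiLC+SA replicate 1, 2 or 4, and 0.0951 without EpiLC+SA+H replicate 4. Of the activin and Nodal targets, 8 were higher with hemin and 0 lower (9 higher adjusted over the list alone; camera adjusted p = 1.65e-05, and 0.0960 with an estimated correlation). Their mean log2 expression rose by 1.64 with hemin (exact permutation test, p = 0.0286).
With edgeR 10 genes differed between EpiLC+SA+H and EpiLC, 7 higher and 3 lower (1674 at an unadjusted p under 0.05, and 124 by DESeq2). The number was 0 with a replicate block, 0 with only the groups compared and 210 without the 3 shallow libraries, the last chosen after the data were seen, and 2 of 35 splits of these libraries reached 10, with 340 in another split. They include Pck2, a gene of gluconeogenesis, which was lower by a log2 fold change of -1.84 (standard error 0.36, adjusted p = 0.0414 from edgeR). For Pck2 the p was 0.147, 0.0940 and 0.0777 without EpiLC replicate 2, 3 or 4, and 0.0578, 0.154, 0.0878 and 0.136 without EpiLC+SA+H replicate 1, 2, 3 or 4. It was 0.0557 with a replicate block, 0.576 with only the groups compared and 0.0937 without the 3 shallow libraries. The number was 0 without EpiLC replicate 2 or EpiLC+SA+H replicate 3, 1 without EpiLC+SA+H replicate 2, 5 without EpiLC replicate 4, 6 without EpiLC+SA+H replicate 4, 18 without EpiLC replicate 1 and 45 without EpiLC+SA+H replicate 1.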

RNAseq analysis of naïve cells undergoing transition to the primed stage in the presence of SA with or without addition of hemin revealed a failure to properly activate the MAPK and TGFβ-SMAD pathways in response to heme biosynthesis inhibition. It has been previously demonstrated that the proper activation of these two pathways is required to proceed with the transition to the primed stage (Tsanov et al., 2017; Jiapaer et al., 2018; Senft et al., 2018; Arman et al., 1998). While the inhibition of SMAD3 was able to mimic the effect observed by heme synthesis inhibition, the inhibition of MAPK by MEK inhibition proved to be inefficient at blocking the process, in contradiction to its role in the progression of pluripotency (Tsanov et al., 2017; Jiapaer et al., 2018; Arman et al., 1998). Such a connection between heme synthesis inhibition and signaling pathways has only been reported once in PC12 neuronal cells, with SA blocking the activation of the MAPK despite the presence of nerve growth factor (NGF) (Zhu et al., 2002). Thus, it seems to be a conserved mechanism among various cell identities/types, as it is also observed in our study for cells responding to FGF2 signals. While the link between heme and these crucial signaling pathways remains unknown, it brings to light a crucial importance of this metabolite and its synthesis pathway, so far poorly understood, in the context of pluripotency.

Aside from its effect on the exit of the naïve stage, we showed here that the inhibition of heme synthesis also triggers a reprogramming toward a 2C-like stage. Indeed, mESCs cultured in 2iL conditions have been previously defined as a heterogenous population that naturally includes a small percentage of cells displaying features of the two-cell stage embryo (Macfarlan et al., 2012; Rodriguez-Terrones et al., 2020). Interestingly, this 2CLC population is transient and cycles back and forth to a naive pluripotency state (Macfarlan et al., 2012; Fu et al., 2020). Unexpectedly, heme synthesis inhibition favors this reprogramming as shown by the increase in 2C-like markers in the whole population and the proportion of ZSCAN4 or MUERVL-positive cells. Strikingly, this effect is clearly dependent on the accumulation of succinate as it is (i) not rescued by hemin, (ii) blocked by inhibition of the mitochondrial succinate transporter and (iii) phenocopied by SDH inhibition. Additionally, MUERVL-positive cells spontaneously emerging in naïve ESC colonies endogenously display a high level of succinylated proteins, supporting a role for this metabolite in the identity of the 2C-like state. The role of several metabolites in the gain of 2CLC features has already been recently unveiled, highlighting a role for acetate, lactate, and D-ribose (Rodriguez-Terrones et al., 2020). This metabolite screening also showed a positive effect of succinate on the 2C-like features acquisition. Beyond its role in the cellular metabolism, we show here that the succinate accumulation outside mitochondria leads to a global reduction in cytosine demethylation activity of the TETs and histone demethylation as previously observed in cancers after accumulation of succinate or SDH mutations (Letouzé et al., 2013; Xiao et al., 2012). However, previous reports are somewhat discordant regarding the role of TETs in the acquisition of the 2CLC phenotype as their effect seems to be dependent on their interacting partners (Eckersley-Maslin et al., 2016; Huang et al., 2021; Schüle et al., 2019; Lu et al., 2014). For example, while TET2 could cooperate with PSPC1 (Paraspeckle Component 1) to reduce the expression of the retrotransposon *MuERVL (*Guallar et al., 2018), binding of the TET proteins with SMCHD1 (structural maintenance of chromosomes flexible hinge domain containing 1) prevents the demethylation of the *Dux* gene locus and thus prevents its expression (Huang et al., 2021). Succinate accumulation would result in a global decrease in the activity of all 3 TET isoforms, resembling those of a TET triple KO, already shown to induce the 2 C phenotype (Lu et al., 2014). The methylation landscape of histones, especially H3, is also highly dynamic both in vivo, at the time of the zygote genome activation (ZGA) that takes place at the 2C-stage, and in the 2CLC conversion with remodeling of H3K4me3, H3K9me3, and H3K27me3 (Zhang et al., 2021; Wang et al., 2018; Yang et al., 2022) (extensively reviewed in Xia and Xie, 2020). Similarly to the situation with the TETs, the action of HDM on the loss or acquisition of 2C-like features in vitro is complex, as loss of KDM1a (lysine demethylase 1 a) is shown to promote the expression of *Zscan4* and *MuERVL* (Macfarlan et al., 2011) whereas loss of KDM5a and b decreases the expression of the markers and blocks the ZGA in vivo (Dahl et al., 2016). However, while the literature highlights a role for these modifications of the epigenetic landscape in the 2CLC emergence, this is not supported by the data presented here. This discrepancy could be due to differences in the culture conditions, as these previous studies use mESC grown in serum +LIF conditions, while we use ground naïve mESCs (in 2iL and serum-free culture). Such difference has been previously described in the establishment of another pluripotent state of ESCs, the paused state (Xu et al., 2022). Interestingly, instead of an epigenetic rewiring as the major cause of 2CLC reprogramming, our data shed light on succinate acting as a paracrine/autocrine signal, able to trigger the emergence of 2CLCs by an MCT-dependent export and the activation of SUCNR1 expressing cells. Further studies are now needed to precisely dissect which downstream actors are truly responsible for the activation of the 2 C transcriptional program.

Our study thus brings an additional and different example of metabolic control of pluripotency, and adds succinate to previously reported metabolites such as S-adenosylmethionine (SAM) (Sperber et al., 2015), alpha-ketoglutarate (αKG) (Carey et al., 2015; Tischler et al., 2019), glutamine (Tohyama et al., 2016), acetyl-CoA (Moussaieff et al., 2015), lactate or D-ribose (Rodriguez-Terrones et al., 2020) that are known to regulate the pluripotent states mostly through their contribution to modifications of the epigenetic landscape (reviewed in Tsogtbaatar et al., 2020). In addition to these previous studies, we highlight a role of succinate that goes beyond epigenetic landscape regulation but instead influences pluripotency regulation through protein succinylation and a paracrine effect. Further emphasis on the importance of succinate in early development is also demonstrated by the embryonic lethality of the SDH subunits in mice (Piruat et al., 2004; Siebers et al., 2018; Lepoutre-Lussey et al., 2016; Takács-Vellai et al., 2021). Altogether, these results indicate a critical role of both heme and succinate in the progression of the pluripotency continuum, ranging from the 2CLCs on one hand and to the acquisition of primed pluripotency on the other.

## Materials and methods

### Cell culture and ALAD ko generation

mESCs (ES-E14TG2a) or tbg4 mESCs (described in Ishiuchi et al., 2015) were cultured in N2B27 medium consisting of a 1:1 mixture of DMEM/F12 (Gibco, 31330–038) and Neurobasal Medium (Gibco, 21103–049) supplemented with 1 x N-2 Supplement (Gibco, 17502–048), 1 x B-27 Supplement (Gibco, 17504–044), 1/100 penicillin-streptomycin (Gibco, 15140–122), 1 x MEM nonessential amino acids (NEAA) (Gibco, 11140–035), 1 x GlutaMAX (Gibco, 35050–038), 1 x sodium-pyruvate (Gibco, 11360–039) and 0.1 mM β-mercaptoethanol (Gibco, 31350–010). Naïve mESCs were maintained on 0.2% gelatin (Sigma, G1393)-coated plates at a density of 50,000 cells/cm^2^ and in N2B27 medium complemented with 10^3^ U/ml of mLIF (ESGRO, ESG1107), 3 μM of GSK3 inhibitor (CHIR99021) (Peprotech, 2520691) and 1 μM of MEK inhibitor (PD0325901) (referred to as 2iL) (SelleckChem, S1036). Cells were passaged every 2–3 days using accutase (Stemcell Technologies, #07920). Cells were then collected by centrifugation at 1200 rpm for 3 min and counted before seeding. The transition to EpiSC was obtained by transferring naïve mESCs on 15 μg/ml fibronectin (Gibco, 33010–018)-coated plates at a density of 30,000 cells/cm^2^ and by supplementing the N2B27 medium with 12 ng/ml of bFGF (Peprotech, 100-18B) and 20 ng/ml of activin A (Peprotech, 120–14 P). Coating proteins were incubated 1 hr before seeding. mESCs were maintained at 37 °C, 5% CO_2_ in a humidified incubator. Human ESCs, Elf1 line, were maintained of an irradiated MEF monolayer and grown in either RSeT (Stemcell Technologies) medium or in a medium composed of DMEM/F-12 media supplemented with 20% knockout serum replacer (KSR), 0.1 mM nonessential amino acids (NEAA), 1 mM sodium pyruvate, penicillin/streptomycin (all from Invitrogen), 0.1  mM β-mercaptoethanol (Sigma-Aldrich), 1 µM GSK3 inhibitor (CHIR99021), 1  µM of MEK inhibitor (PD0325901), 10  ng/ml human LIF (Chemicon), 5 ng/ml IGF1 (Peprotech) and 10  ng/ml bFGF. Cells were transferred to matrigel-coated plates prior to analysis. Exit from the naïve state triggered by growing the cells in mTeSR1 (StemCell technologies) for 4 days.

For knock-out generation, one million E14 mESC were electroporated with Cas9 (0.6 µM, Sigma) and gRNA (3 µM, Synthego) as RNP complex using Amaxa nucleofector (Human Stem Cell kit 2) in presence of 10 µM Hemin 10 uM. Individual colonies were hand-picked and plated into 96-well plates. DNA was extracted using Quick Extract DNA extraction solution (Epicentre#QE09050) and nested PCR was performed. The PCR product was purified using EXO-SAP enzyme (Thermo Fisher) and sent for Sanger sequencing analysis (through Genewiz).

Lines were routinely tested for mycoplasma and STR authenticated.

### mESC treatment

The heme inhibitor succinylacetone (SA) (Sigma, D1415) is used at a concentration of 0.5 mM. Hemin (Sigma, 51280) is used at a concentration of 10 μM in 0.1 N NaOH. Diethyl butylmalonate (BM) (Sigma, 112038) is used at a concentration of 1 mM. Atpenin A5 (Santa Cruz biotechnology, sc-202475) is used at 250 nM. SIS3 (Selleck chemicals, S7959) is used at 5 μM. NF-56-EJ40 (Axon Medchem 3056) is used at 1 μM. AZD3965 (Selleckchem S7339) is used at 1 μM. Exogenous succinate is provided as either 40 mM Sodium succinate (Sigma) or 16 mM dimethylsuccinate (Sigma) supplementation. HDM inhibition was achieved with 250 nM JIB04 (Medchem express HY-13953) and TET inhibition with 5 μM TETin-C35 (Aobious AOB11121). For retinoic acid experiments, RA, HY-14649, HX531 (HY-108521) and AGN193109 (HY-U00449) were used at 0.5 µM, 10 µM and 100 nM, respectively (all from Medchemexpress). Inhibition of Sirt7 is achieved using 5 µM of the Sirt7 inhibitor 97491 (MedChemExpress).

### RNA extraction and RT-qPCR

RNA was extracted after 2 days of culture with the ReliaPrep RNA Tissue Miniprep System (Promega, Z6111) following manufacturer’s protocol for non-fibrous tissue by adding RNA lysis buffer on pelleted cells. RNA concentrations were quantified with the Nanophotometer N60 (Implen). Reverse transcription (RT) was performed with the GoScript Reverse Transcriptase kit Random Primers (Promega, A2801) to convert 1 μg of RNA into cDNA. Briefly, RNA was mixed with RNAse-free water to obtain 1 μg of RNA in 12 μL and heated 5 min at 70 °C. Then, 8 μL of RT mix (4 μL random primers buffer, 2 μL enzyme, 2 μL RNAse free water) was added and the reaction was performed in a thermocycler (5 min at 25 °C, 60 min at 20 °C and 15 min at 70 °C).

The qPCR was performed on the ViiA 7 Real-Time PCR System (Thermo Fisher) with 10 ng of cDNA per reaction, SYBR Green GoTaq qPCR Master Mix (Promega, A6002) and primers listed in the Table 2 at a final concentration of 300 nM. Altogether, 2 μL of cDNA (5 ng/μL), 1 μL of forward primer (6 μM), 1 μL of reverse primer (6 μM), 10 μL of Master Mix and 6 μL of RNAse-free water were added in each well. Relative expression was calculated using the 2^-∆Ct^ method with GAPDH as an endogenous control.

**Table 2.** List of primers used in qPCR.

Gene	Sequences (5’ → 3’)
Mouse	
DNMT3A	F: CTGCTGTGGAATACCCTGTTAG R: CTTTCTACCTGCTGCCATACTC
ESRRB	F: GCACCTGGGCTCTAGTTGC R: TACAGTCCTCGTAGCTCTTGC
FGF5	F: GGGATTGTAGGAATACGAGGAGTT R: CCAGAAGAATGGACGGTTGT
FGF15	F: TGTTTCACCGCTCCTTCTTT R: TTCTCCATCCTGTCGGAATC
GAPDH	F: CATGGCCTTCCGTGTTCCT R: CCTGCTTCACCACCTTCTTG
KLF2	F: CTAAAGGCGCATCTGCGTA R: TAGTGGCGGGTAAGCTCGT
KLF4	F: CCAGCAAGTCAGCTTGTGAA R: GGGCATGTTCAAGTTGGATT
OCT4	F: CACGAGTGGAAAGCAACTCA R: AGATGGTGGTCTGGCTGAAC
OTX2	F: TATCTAAAGCAACCGCCTTACG R: AAGTCCATACCCGAAGTGGTC
REX1	F: CCCTCGACAGACTGACCCTAA R: TCGGGGCTAATCTCACTTTCAT
TFCP2L1	F: GCTGGAGAATCGGAAGCTAGG R: AAAACGACACGGATGATGCTC
ZIC2	F: CAAGGTCCGGGTGCTTACC R: ATTAAAGGGAGGCCCCGAATA
TBX3	F: CTCCATTCCAGTTTGGTCAA R: CAACAGCAGCCTGGTTACAC
OCT6	F: TTTCTCAAGTGTCCCAAGCC R: ACCACCTCCTTCTCCAGTTG
DNMT3B	F: GGCAAGGACGACGTTTTGTG R: GTTGGACACGTCCGTGTAGTGAG
DUX	F: AAAGGAAGAGCATGTGCCAGC R: GCAGTAAGCTGTCCTGGGAAC
ZFP352	F: AAGTCCCACATCTGAAGAAACAC R: GGGTATGAGGATTCACCCACA
TCSTV1	F: TGAACCCTGATGCCTGCTAAGACT R: AGATGGCTGCAAAGACACAACTGC
ZSCAN4C	F: CCGGAGAAAGCAGTGAGGTGGA R: CGAAAATGCTAACAGTTGAT
MuERV-L	F: CCCATCATGAGCTGGGTACT R: CGTGCAGATCCATCAGTAAA
DUB1	F: GCAGGCCAACCTCAAACAG R: CGCAGGGCTCTCCTAAATCTT
Human	
ZSCAN4	F: TGGAAATCAAGTGGCAAAAA R: CTGCATGTGGACGTGGAC
LEUTX	F: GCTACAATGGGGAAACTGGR: CTCTTCCATTTGGCACGCTG
DUX4	F: AGGAAGAATACCGGGCTCTG R: AGTCTCTCACCGGGCCTAG
	
TFCP2L1	Hs01011666_m1
KLF4	F: GGGAGAAGACACTGCGTCA R: GGAAGCACTGGGGGAAGT
ESRRB	hs01584024_m1
SALL1	F: AGAGAACTCACACTGGAGAG R: CATGTGTACCTTAAGATTGCCT
ETV4	F: CGACTCTGAAGATCTCTTCC R: TCATCACTGTCTGGTACCT

### Western blot analyses

Pellets of cells were lysed by adding protein lysis buffer 20 mM Tris-HCl; pH 7.5, 150 mM NaCl, 15% Glycerol, 2% SDS, 25 x protease inhibitor cocktail (PIC, cOmplete protease inhibitor cocktail, Roche 11697498001), 25 x phosphatase inhibitor buffer (PIB, composed of 25 mM Na_3_VO_3_, 250 mM 4-nitrophenylphosphate, 250 mM β-glycerophosphate and 125 mM NaF), 1% TRITON X-100, SuperNuclease (Sino Biologicals, 25 U/10 μL) and by pipetting up and down. The protein concentration was determined by Pierce protein assay (ThermoFisher, 22660). Samples were mixed with Laemmli buffer (SDS, β-mercaptoethanol, Bromophenol blue) and heated for 5 min at 95 °C before loading. An amount of 10 μg of proteins were loaded on SDS-containing 10 or 12% polyacrylamide gels. At the end of migration, proteins were transferred to PVDF membranes (IPFL00010) by liquid transfer. Membranes were then blocked in LI-COR Intercept blocking buffer PBS for 1 hr at RT and incubated overnight at 4 °C with the primary antibodies. Membranes were washed three times for 5 min with PBS +0.1% Tween-20 (PBST) before and after 1 h-incubation with the secondary antibodies at RT. Detections were performed and quantified with Odyssey LI-COR scanner. Primary and secondary antibodies were both diluted in Licor PBST. GAPDH was used as loading control. Primary and secondary antibodies for GAPDH detection were incubated 30 min. Antibodies and dilutions used are: anti-GAPDH 1:20000(Sigma, G8795), anti-KLF4 1:200 (R&D, AF3158), anti-Oct4 1:100 (Santa Cruz, sc-5279), anti-OTX2 1:100 (R&D, AF1979), anti-pan-succinyllysines 1:300 (PTM-401), anti-TFE3 1:400 (Sigma, HPA023881), anti-ZSCAN4 1:400 (Millipore, AB4340), anti-MUERVL-GAG 1:200 (Novus, NBP2-66963), anti-ERK1/2 1:1000 (Cell Signaling 9102), anti-phosphoERK1/2 1:1000 (Cell Signaling 9101), anti-SMAD2/3 1:1000(Cell Signaling 8685), anti-SMAD3 1:1000 (Abcam ab52903).

### Immunofluorescence

Cells were seeded on coated glass cover (Assistent) slips 2 days before fixation with 4% paraformaldehyde (Sigma, 30525-89-4) for 15 min. Coating was performed for 1 hr with 15 μg/ml of fibronectin or with 3.5 μg/cm^2^ Cell-Tak (VWR, 734–1081) diluted in 0.1 M sodium bicarbonate. Cells were permeabilized and blocked for 30 min incubation in blocking buffer (PBS, 0.1% TRITON, 1% BSA). Immunostaining was performed by an overnight incubation of cover slips at 4 °C on 30 μL drops containing primary antibody diluted in blocking buffer. After three washes of 5 min in blocking buffer, the cells were incubated for 1 hr in the dark and at RT with 30 μL drops containing secondary antibody and DAPI (Sigma, 10 236 276 001) diluted 1:1000 in blocking buffer. Cover slips were mounted with Mowiol after three washes of 5 min in blocking buffer. Analyses were performed with a Leica TCS SP5 confocal microscope (Leica microsystems). For 5mC analysis, cells were fixed for 15 min with 4% PFA, permeabilized for 10 min with PBS-0.5% Triton X-100 and treated with 4 N HCl for 20 min to denature DNA. Cells were then washed once with distilled water a 2 hr blocking with 2% BSA and 0.5% Triton X-100. After these steps, the staining process would resume as described above, using a 5mC primary antibody (Sigma SAB2702243) diluted 1:300 in blocking buffer (PBS, 0.1% TRITON, 1% BSA).

### Flow cytometry

Cells were detached by a 5 min incubation with Accutase and spun for 5 min at 400 *g*. The cell pellet was then washed with PBS-10 % FBS followed by another centrifugation. The pellet, containing at least 10^6^ cells, was fixed by adding 100 μl of 4% PFA for 15 min. After centrifugation, the cells were permeabilized with the Invitrogen permeabilization buffer (00833356) for 30 min at room temperature. Antibodies were incubated for 1h30 at room temperature in PBS-10 % FBS and briefly vortexed every 30 min. After three washes with PBS-10 % FBS, the cells were incubated with an anti-rabbit Alexa 647 1:1000 for 1 hr. Cell pellets were washed twice before being resuspended in PBS-10 % FBS and analysed with the FACSVerse machine. TBG4 ESCs (previously published Eckersley-Maslin et al., 2016) were used for pan-succinyllysine levels measure in 2CLCs, by gating the turboGFP +population and measuring the alexa 647 intensity.

### RNA sequencing

Sequence libraries were prepared with the Lexogen QuantSeq 3' mRNA-Seq library prep kit according to the manufacturer’s protocol. Samples were indexed to allow for multiplexing. Library quality and size range were assessed using a Bioanalyzer (Agilent Technologies) with the DNA 1000 kit (Agilent Technologies, California, USA). Libraries were subsequently sequenced on an Illumina HiSeq4000 instrument. Single-end reads of 50 bp length were produced with a minimum of 1 M reads per sample.

Quality control of raw reads was performed with FastQC v0.11.7, available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc. Adapters were filtered with ea-utils fastq-mcf v1.05 (Erik Aronesty (2011), ea-utils: “Command-line tools for processing biological sequencing data; https://github.com/ExpressionAnalysis/ea-utils copy archived at Expression Analysis, 2021). Splice-aware alignment was performed with HiSAT2 against the mouse reference genome mm10. Reads mapping to multiple loci in the reference genome were discarded. Resulting BAM files were handled with Samtools v1.5 (Li et al., 2009). Quantification of reads per gene was performed with HT-seq Count v2.7.14. Count-based differential expression analysis was done with R-based Bioconductor package DESeq2. Reported p-values were adjusted for multiple testing with the Benjamini-Hochberg procedure, which controls false discovery rate (FDR).

### Data analysis

TMM normalized rLog transformed counts were used for Principal Component analysis using R package PCATools. Gene set enrichment analysis (GSEA) was made on gene list ranked on Log2FC using R package ClusterProfiler (Yu et al., 2012). For genes with FC >2 in MUERVL::Tomato^+^ list from Macfarlan et al., 2012, Z score was calculated from TMM-rLog transformed counts and plotted as heatmap using R package Heatmap.plus. Analysis was made using statistical programming language R.

### Statistical analysis

One-way ANOVA statistical test followed Turkey multiple comparison test or student T-Tests were conducted on all results when indicated using GraphPad Prism version 9.1.1, GraphPad Software, San Diego, California USA, https://www.graphpad.com.

## Data Availability

Sequencing data have been deposited in GEO under the accession GSE178089. Data files for the western blot images have been added as raw images of scans. The following dataset was generated: DetrauxD CarusoM 2021The critical role of heme synthesis in the regulation of pluripotent states is succinate-dependentNCBI Gene Expression OmnibusGSE17808910.7554/eLife.78546PMC1042517537428012

## Additional files

MDAR checklist

# Supplementary material for: A critical role for heme synthesis and succinate in the regulation of pluripotent states transitions
**Source:** eLife. 2023 Jul 10;12:e78546. doi: 10.7554/eLife.78546

48h

	2iL		Transition				
SA	-	-	+	+	+	-	-
Hemin	-	-	-	+	+	+	-
MEK	+	-	-	-	+	-	+

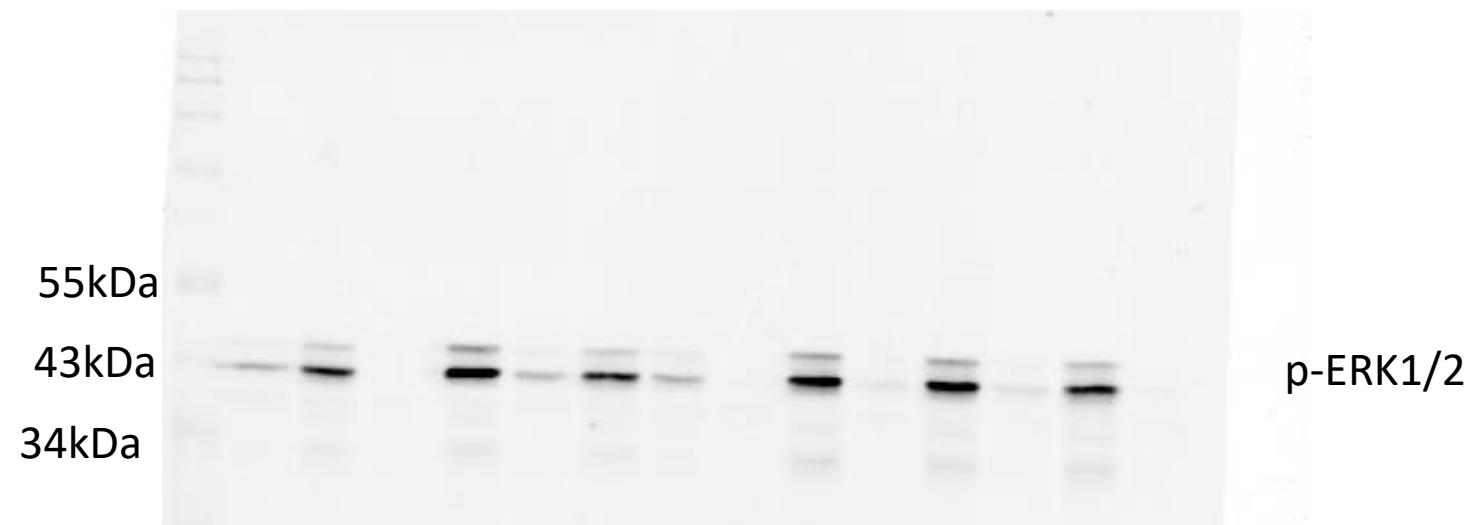

48h

	2iL		Transition				
SA	-	-	+	+	+	-	-
Hemin	-	-	-	+	+	+	-
MEK	+	-	-	-	+	-	+

55kDa

43kDa

34kDa

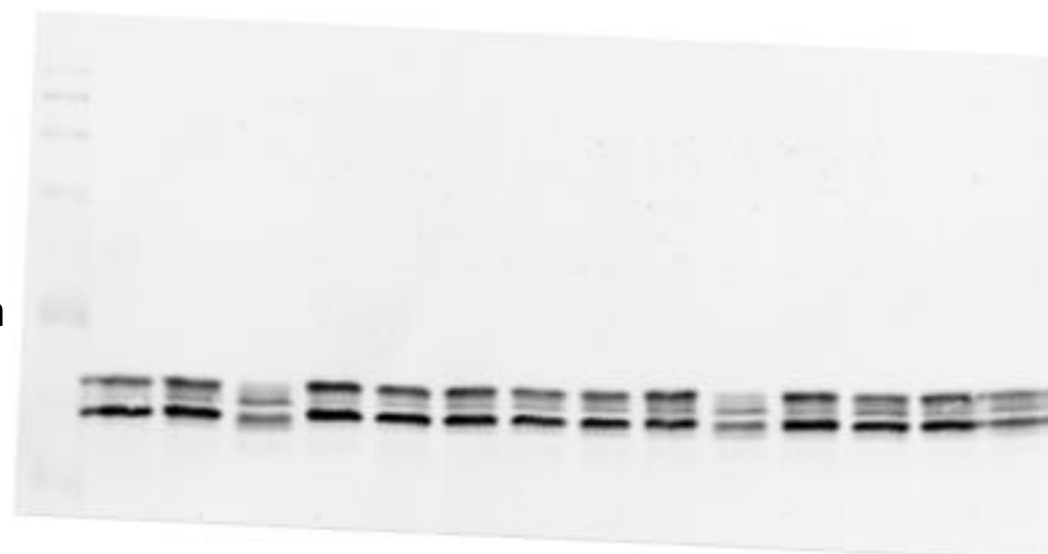

ERK1/2

48h

	2iL		Transition				
SA	-	-	+	+	+	-	-
Hemin	-	-	-	+	+	+	-
MEK	+	-	-	-	+	-	+

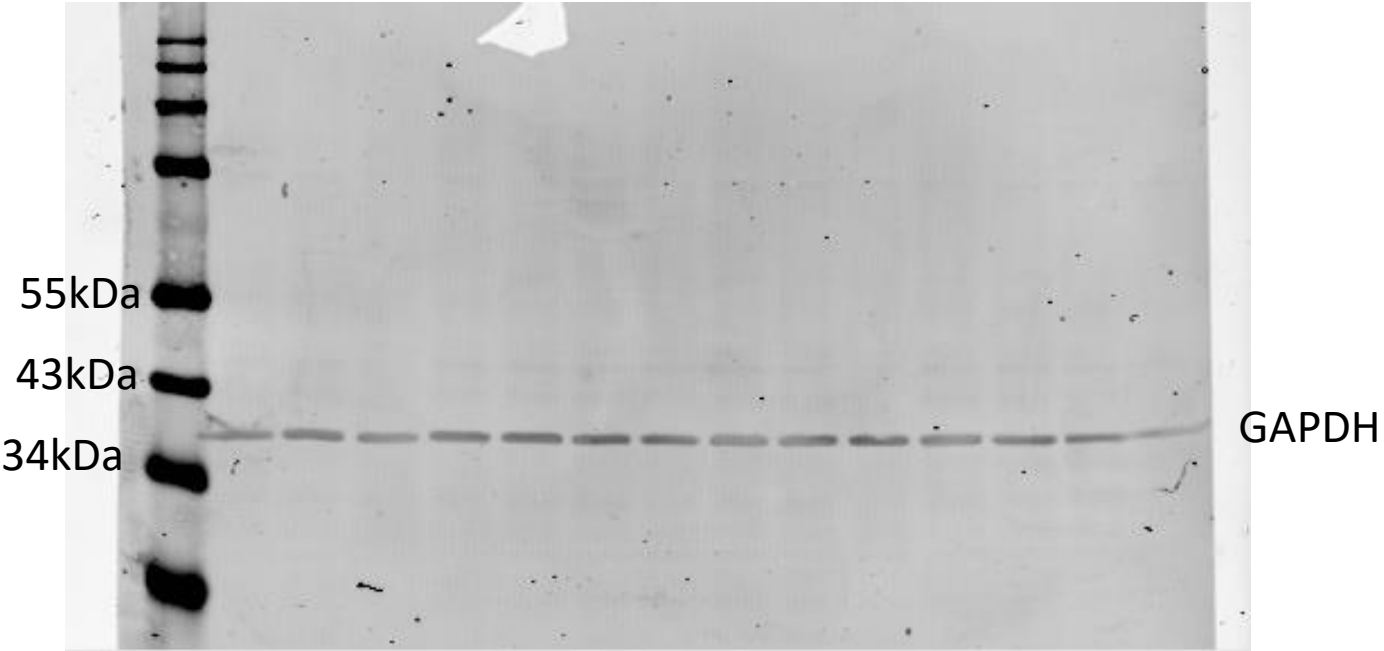

**Supplement:** Figure 2—figure supplement 1—source data 4.

How the deposited data were processed for this re-analysis (not part of the article)

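Bulk RNA sequencing of mouse ESCs was analysed in 24 libraries, 4 for each of 6 groups: naive cells in 2iL alone, with succinylacetone (SA), or with SA and hemin, and cells switched to FGF2 and activin A for 48 hr alone, with SA, or with SA and hemin. The authors prepared 3' libraries, sequenced them single-end, filtered adapters, aligned the reads to mm10 with HISAT2, discarded reads that mapped to several loci and counted reads per gene with HTSeq. The values deposited by the authors are counts, as whole numbers per gene symbol and library, and no replicates were pooled. The paper's text does not name the annotation or the strand setting of the count. All 24 libraries were used, and each library's group was taken from its label.

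Totals ran from 1857964 to 9069538 counts per library, with 3 shallow libraries: 2iL+SA replicate 3, EpiLC replicate 3 and EpiLC+SA+H replicate 1. Genes were filtered with edgeR's filterByExpr at a minimum count of 5, which kept 16067 of 23762 symbols. Counts were normalized by TMM and fitted in 1 model of the 6 groups with a robust quasi-likelihood fit (edgeR 4.0.16, limma 3.58.1, R 4.3.3), at a common dispersion of 0.0882. Of 9 comparisons, 7 were between pairs of groups and 2 tested whether the effect of SA or of hemin differed between naive cells and cells in transition. P values were adjusted by Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. How the replicates were grown is not stated, so the p values measure the spread between libraries.

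The 37 gene lists were written before the data were examined, but with the paper's results known. They were tested with camera at a preset correlation of 0.01, with p values adjusted over the lists, and again with an estimated correlation and with fgsea 1.28.0. Means of log2 CPM over a list were compared by exact permutation of the libraries, 2-sided, where 4 against 4 give 70 arrangements. Except for the 2C-like genes, these permutation p values were not adjusted. The means over lists other than the 2C-like genes, and random lists matched on transcript length and expression, were added after the data were seen. Principal components were computed from log2 CPM with a prior count of 2. Gene positions are those of GENCODE on GRCm38, matched by symbol.

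The genes named were chosen from those the paper names, up to 4 members with the smallest adjusted p of each list described, and up to 10 genes per direction with the largest changes, at 20 CPM or more and with no overlap between the groups. Results of 2 of these genes are not reported. The test was run on simulated data with the dispersions and totals of 2 comparisons. Of 200 random lists of unchanged genes, 0 and 3 had a camera p under 0.05 in these simulations. The simulated genes were drawn independently, so these counts do not show how the list test behaves with correlated genes.

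Alternatives set before the data were examined were DESeq2 1.42.0, its size factors in edgeR, other filters and prior counts, fits to the compared groups alone, a replicate block, and each replicate left out in turn. Leaving out the 3 shallow libraries was added after their totals and deviations were seen. For each comparison the calls were counted again over all 35 splits of its libraries, or over 100 random splits for the tests of a difference between states. Figures were drawn with matplotlib 3.10.9.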

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

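The tests of a deviation shared between libraries, of leukocyte genes and of a stress response that raises its targets were chosen after the results were seen, and the margin of 0.05 in the test of the shared deviation was set after its value was seen.

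Single libraries stood far from the others of their group in 5 of 50 groups of values tested, where chance gives about 1 in 20. In 2iL+SA replicate 3, 15180 genes were detected, the mean correlation with its group was 0.913, and the first principal component of the naive libraries was 126.3. On the same component 2iL replicate 4 lay at -5.53, and on that of the transition EpiLC+SA replicate 2 lay at 36.8. The effect of SA differed between naive cells and cells in transition for 2304 genes, and that of hemin for 1017 genes.

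Gene lists whose expression the paper does not report changed by camera, although it discusses the integrated stress response and HIF1α from protein measures. ATF4 targets, the genes that the integrated stress response turns on, were lower in EpiLC+SA than in EpiLC (adjusted p = 4.72e-04, and 0.339 with an estimated correlation; 1 higher and 15 lower of 32) and in EpiLC+SA+H against EpiLC (3.66e-16, and 0.0728 with an estimated correlation), and higher in 2iL+SA+H against 2iL+SA (3.39e-05, and 0.343). Genes of cholesterol synthesis were higher in EpiLC+SA (2.40e-04) and EpiLC+SA+H (1.40e-05) than in EpiLC, and in 2iL+SA (3.56e-10) and 2iL+SA+H (1.46e-05) than in 2iL, and lower in 2iL+SA+H than in 2iL+SA (1.28e-04), but with an estimated correlation none of these calls held (0.289, 0.255, 0.198, 0.273 and 0.343). Wnt targets were lower in 2iL+SA+H than in 2iL (8.91e-06), where glycolysis genes were also lower (9.22e-04, 0.257 with an estimated correlation and 0.0505 without 2iL+SA+H replicate 2). Against 2iL+SA, hypoxia genes (4.67e-11, and 0.0603 with an estimated correlation) and glycolysis genes (5.75e-10) were lower in 2iL+SA+H. Among these lists, Wnt targets in 2iL+SA+H against 2iL (0.0207) and glycolysis in 2iL+SA+H against 2iL+SA (0.0443) held with an estimated correlation.

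The lower correlation of 2iL+SA replicate 3 with its group is more than counting noise, since the other 3 libraries of its group thinned to its total kept mean correlations of at least 0.959. A mixture with EpiLC cells or a label swapped with an EpiLC library is argued against by its primed markers, whose mean log2 expression was lower than the highest of the other naive libraries by a difference of -0.562. These markers hardly differ between the naive groups, so a swap with another naive library was not tested. A deviation shared with the other 2 shallow libraries may contribute: its deviations from its group correlated across genes at 0.534 with EpiLC replicate 3 and at 0.400 with EpiLC+SA+H replicate 1. Pairs of deeper libraries from different groups reached 0.399, so the second value exceeds them by less than the margin, and without a margin the test would have favored a shared deviation. No biological explanation was tested for a single library.

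Counts of leukocyte genes occurred in every library of these stem cells, summing to 538 to 1816 per library over 28 genes, with Laptm5 the highest at 14819 counts over 24 libraries. Leukocytes among the cells as the only source are argued against by the slope of their log sum on the log total, 0.658 (standard error 0.160), below that of core pluripotency genes (1.046). A near-constant number of reads from outside each library as the only source is argued against by the lower limit of that slope, 0.337, which is above 0. This holds for the sum, in which Laptm5 (slope 1.00) outweighs the others: 20 of 27 genes had a slope below 0.5, with a median of 0.191, and for these a near-constant source stays open. A mixture of reads from outside and transcripts made by these cells may account for both values and was not tested further.

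The lower ATF4 targets in EpiLC+SA against EpiLC had a median log2 fold change of -0.91. Gene length and expression level are argued against, since the percentile of this median among 10000 random lists matched on both was 0. The shallow EpiLC replicate 3 is argued against as the cause by a median of -0.85 without it. The paper states that SA activates the integrated stress response, from phosphorylation of EIF2α and lower global translation. A net rise of these targets at 48 hr would need a median above 0, which was not seen. The median was -0.92 in EpiLC+SA+H against EpiLC and -0.05 in EpiLC+SA+H against EpiLC+SA. A net change cannot show whether the response raised these targets while other changes lowered them, so the test does not decide whether it was active. Atf4 fell by 1.54 with SA (adjusted p = 0.00183 from edgeR), and Ddit3 had a log2 fold change of 0.31 (adjusted p = 0.758). With hemin against EpiLC+SA, Ddit3 was called lower, but not without the filter (log2 fold change -2.37, adjusted p = 0.0529 from edgeR). That call was also lost without EpiLC+SA replicate 4 or EpiLC+SA+H replicate 1 or 4 (adjusted p = 0.0569, 0.0712 and 0.0745 from edgeR). A response earlier than 48 hr was not tested here.

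Other splits of the same libraries asked how often a regrouping gives as many calls. No other split reached the number of genes changed in EpiLC against 2iL (1 of 35 splits reached 4554 genes, highest other 7) or EpiLC+SA against EpiLC (1 of 35 reached 4477, highest other 321). The same held for EpiLC+SA+H against EpiLC+SA (1 of 35 reached 2645, highest other 352) and 2iL+SA against 2iL (1 of 35 reached 8, highest other 1). A share of 1 of 35 is the smallest that this test can give, and it was not adjusted over the comparisons. A split that mixes groups which differ also widens the spread within groups and so calls few genes. The test alone therefore does not exclude chance, and the number in 2iL+SA against 2iL ran from 0 to 10 without 1 library. Other splits did reach the real number for EpiLC+SA+H against EpiLC (2 of 35 reached 10, highest other 340, a split that points to a structure of the libraries other than the treatment) and 2iL+SA+H against 2iL (2 of 35 reached 1, highest other 1). For 2iL+SA+H against 2iL+SA the count was 0, which any split reaches (35 of 35, highest other 19), so this test decides nothing.

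The interaction tests used 100 random splits. For SA, 1 of 100 reached 2304 genes and the highest other reached 2180. For hemin, 1 of 100 reached 1017 and the highest other reached 989. These shares are the smallest that 100 splits allow. Both of those other splits kept the EpiLC libraries in their groups, up to a swap of the group names, and mixed only the naive ones. Nearly the whole count thus arises without the naive groups being told apart. The tests were first run with 100 splits, then with 80 to save time, which left out the split with 989 genes, and then again with 100, the values given.

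For the number of lists changed, chance cannot be excluded in any pair of groups: EpiLC against 2iL (5 of 35 splits reached 8 lists, highest other 9), EpiLC+SA against EpiLC (6 of 35 reached 11, highest other 15), EpiLC+SA+H against EpiLC+SA (11 of 35 reached 7, highest other 13), EpiLC+SA+H against EpiLC (4 of 35 reached 10, highest other 12), 2iL+SA against 2iL (2 of 35 reached 11, highest other 11), 2iL+SA+H against 2iL (2 of 35 reached 9, highest other 9) and 2iL+SA+H against 2iL+SA (3 of 35 reached 9, highest other 9). For the interactions it cannot be excluded with SA (25 of 100 reached 9, highest other 16). With hemin 2 of 100 reached 11 (highest other 12), a share that was not adjusted over the tests.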

How the results depend on the processing

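Leaving out the 3 shallow libraries was chosen after the data were seen, and all other alternatives were set before.

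The numbers of genes changed in EpiLC against 2iL (3676 to 5182 over 15 alternatives), EpiLC+SA against EpiLC and EpiLC+SA+H against EpiLC+SA, and in the interaction with SA, stayed within 1.5 times the reported number under every alternative run. No enzyme of heme synthesis was called in EpiLC against 2iL under any. The other counts depend on the processing, and the cause was not tested.

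For 2iL+SA against 2iL the number of genes, 8 as reported, was 306 with DESeq2, 5 with DESeq2 size factors in edgeR, 15 with a minimum count of 10, 23 with only the groups compared, 39 with a replicate block, 105 without the 3 shallow libraries, and 0 to 10 without 1 library. For EpiLC+SA+H against EpiLC, 10 as reported, it was 124 with DESeq2, 0 with only the groups compared, 0 with a replicate block, 210 without the shallow libraries and 0 to 45 without 1 library. For 2iL+SA+H against 2iL, 1 as reported, it was 6 with DESeq2, 0 with only the groups compared, 3 without the shallow libraries and 0 to 1 without 1 library. For 2iL+SA+H against 2iL+SA, 0 as reported, it was 1 with DESeq2, 1 without the shallow libraries and 0 to 29 without 1 library. For the interaction with hemin, 1017 as reported, it was 1703 with DESeq2, 2083 without the shallow libraries and 639 to 1239 without 1 library.

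Fewer lists passed with an estimated correlation: 1 in EpiLC against 2iL, 2 in EpiLC+SA against EpiLC, 0 in EpiLC+SA+H against EpiLC+SA, 1 in EpiLC+SA+H against EpiLC, 0 in 2iL+SA against 2iL, 3 in 2iL+SA+H against 2iL, 1 in 2iL+SA+H against 2iL+SA, and 2 and 0 in the interactions with SA and hemin. With fgsea the numbers were 4 in EpiLC against 2iL, 4 in EpiLC+SA+H against EpiLC+SA, 6 in EpiLC+SA+H against EpiLC, 3 in 2iL+SA against 2iL, 4 in 2iL+SA+H against 2iL, 5 in 2iL+SA+H against 2iL+SA and 4 in the interaction with hemin. Without 1 library they ranged from 5 to 11 in EpiLC+SA+H against EpiLC+SA, from 7 to 12 in 2iL+SA against 2iL and from 6 to 12 in the interaction with hemin.

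The difference of the 2C-like genes in 2iL+SA against 2iL, 0.97 as reported, was 1.00 with DESeq2 size factors and 1.45 for summed CPM (exact permutation p = 0.0286 in both), and 0.698 to 1.16 without 1 library. In 2iL+SA+H against 2iL it was 1.38 with a replicate block (exact paired permutation p = 0.125, the smallest that 4 pairs allow) and 1.11 to 1.57 without 1 library. The separation of 2iL+SA from 2iL was 1.12 with the 500 most variable genes (exact permutation p = 0.0571) and 1.015 to 1.19 without 1 library. For 2iL+SA and 2iL+SA+H the ratio, 0.993 as reported, went above 1 with rlog (1.002), with scaled genes (1.009) and without the shallow libraries (1.003), and ranged from 0.936 to 1.046 without 1 library. Without 1 library, the ratio for 2iL+SA+H and 2iL ranged from 1.01 to 1.10, and that for EpiLC+SA+H and EpiLC from 0.987 to 1.04. Of the 16 genes that the authors chose from their loadings, 10 were among the 500 largest absolute loadings without scaling and 0 with genes scaled to unit variance.

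Without a split of the shared libraries, the slope of the SA effect on the transition was -0.32 and that of hemin on SA -0.72. Sharing a group shifts such slopes downward by construction: simulated libraries without any change gave -0.53 and -0.49 over all 16067 genes. Those values cannot be set against the slopes above as sizes, since the slopes were taken over called genes only. With the split, the slope of the SA effect on the transition ranged from -0.26 to -0.20 without 1 library. For naive cells the slope of hemin on SA, -0.30, rested on at most 10 genes in 2 of 6 splits. It was 0.146 without 2iL replicate 1, 0.00503 without 2iL+SA+H replicate 1 and as low as -0.62, and had no value without 2iL replicates 2, 3 or 4.

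The replicate numbers were not used as pairs: deviations from the group mean correlated at 0.0150 on average for libraries with the same number (from -0.333 to 0.534) and at -0.00123 for others, and 11 of 24 libraries had their highest correlation with a library of their own number, so a block structure is not ruled out. No gene or list named here that passed its test changed direction. Among comparisons of named genes that did not pass, the log2 fold change took the other sign under at least 1 alternative for Alas1 and Cpox in EpiLC against 2iL, Ddit3 in EpiLC+SA against EpiLC, Klf2 in EpiLC+SA+H against EpiLC+SA, Zfp352 in 2iL+SA against 2iL, and Pou5f1 in 2iL+SA and 2iL+SA+H against 2iL. The alternative with only the libraries the study used was not run, since they are not identified. Few small changes are found with 4 libraries per group at these totals and dispersions. In simulation 10% and 4% of genes changed 1.5-fold were recovered, with changes placed in EpiLC+SA and in 2iL+SA. Both simulations used gene means and dispersions over all 24 libraries, so these shares are not particular to either comparison.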

Differences from the paper's values

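The means over the pathway lists were chosen after the data were seen.

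The mean log2 difference of 2C-like genes in 2iL+SA+H against 2iL was 1.38 here, over 24 genes tested of a list that differs from the paper's, and the paper's value is about 0.7 in Fig. 4b, read by eye. Of the alternatives set before the data were examined, the values with all members with at least 1 count (0.978), without 2iL replicate 1 (1.11) and without 2iL+SA+H replicate 2 (1.13) fall within the replicate SD of 0.616 of the paper's value. The values with DESeq2 size factors (1.39), a prior count of 0.5 (1.59), summed CPM (1.70) and a replicate block (1.38), and without any other single replicate (1.34 to 1.57), do not.

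The paper states that developmental signaling pathways are negatively enriched with SA. The normalized enrichment scores of the MAPK, TGF-beta, Wnt, Notch, PI3K-Akt and Hedgehog lists were all negative here, from -1.46 to -1.03, and none had an fgsea adjusted p under 0.05, while camera called the Hedgehog list (adjusted p = 0.0130), a call lost with an estimated correlation (0.0586). The mean log2 expression was also lower in EpiLC+SA for the Hedgehog, Notch and Wnt lists, by differences of -0.36, -0.26 and -0.15 (exact permutation p = 0.0286 for each, not adjusted over the lists). The MAPK, TGF-beta and PI3K-Akt means, with differences of -0.04, -0.19 and -0.11, did not pass even so (exact permutation p = 0.600, 0.229 and 0.229). The lists are not the KEGG sets.

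The legend of Figure 3b gives the 2C-like genes for 2iL+SA against 2iL, while the text of the paper names these groups in the other order. The order of the legend was used. The direction was then the same here, higher with SA, with an exact permutation p of 0.0571 for the 24 genes, and with DESeq2 size factors or summed CPM the p was 0.0286. Adjusted over 4 comparisons the p was 0.114. The paper states that SA partly prevents the loss of Klf2 and Klf4 by RT-qPCR, and here their log2 fold changes with SA were 0.56 and 0.79 (adjusted p = 0.260 and 0.397 from edgeR), while Esrrb, Tfcp2l1 and Tbx3 rose. Klf4 was called without EpiLC replicate 3, an alternative set before the data were examined (2.50, adjusted p = 0.00197), and without the 3 shallow libraries, one chosen after the data were seen (2.52, adjusted p = 0.00162).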

Other observations

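The genes in this part were picked after the results were seen, from those the paper names and from lists written before, and the means over whole lists were added after the data were seen.

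Some genes of iron handling and of the response to heme changed with SA and went back with hemin in cells in transition. Slc40a1, which encodes the iron exporter ferroportin, fell by 2.37 on the log2 scale with SA (standard error 0.59, adjusted p = 0.00370 from edgeR) and rose by 2.48 with hemin. Bach1, which encodes the heme-sensing repressor, fell by 1.80 with SA (adjusted p = 3.52e-04 from edgeR) and rose by 1.58 with hemin. Srxn1, a gene that BACH1 represses, fell by 1.93 and rose by 2.22. The mean log2 difference of 12 genes of iron handling was 0.37 with SA and -0.13 with hemin (exact permutation p = 0.0571 and 0.429), with 3 higher and 1 lower with SA (3 and 1 adjusted over the list alone). That of 15 BACH1 and NRF2 targets was 0.28 and 0.06 (exact permutation p = 0.286 and 0.600), with 4 higher and 4 lower with SA (5 and 4 adjusted over the list alone). Tet3, a dioxygenase gene, fell by 1.59 with SA and rose by 1.42 with hemin.

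The mitochondrial transcript mt-Co1 had 12339 ± 4716 CPM in EpiLC+SA and 2074 ± 852 in EpiLC (SD, n = 4 each), a log2 fold change of 2.57 (standard error 0.31, adjusted p = 1.23e-06 from edgeR). The mean log2 difference of the 15 genes of the mitochondrial genome was 0.40 (exact permutation p = 0.0857). The mitochondrial share of all counts ran from 5.78% to 7.90% in EpiLC and from 8.31% to 13.54% in EpiLC+SA, with no overlap. It ran from 8.71% to 10.42% in 2iL and from 7.00% to 8.68% in EpiLC+SA+H. The share in EpiLC was thus also below that in untreated naive cells. Whether the higher share with SA reflects the quality of the cells or RNA, and bears on other changes with SA, was not tested.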
